# Mitofusin 1 and 2 regulation of mitochondrial DNA content is a critical determinant of glucose homeostasis

**DOI:** 10.1038/s41467-022-29945-7

**Published:** 2022-04-29

**Authors:** Vaibhav Sidarala, Jie Zhu, Elena Levi-D’Ancona, Gemma L. Pearson, Emma C. Reck, Emily M. Walker, Brett A. Kaufman, Scott A. Soleimanpour

**Keywords:** Diabetes, Mitochondria, Type 2 diabetes

## Abstract

The dynamin-like GTPases Mitofusin 1 and 2 (Mfn1 and Mfn2) are essential for mitochondrial function, which has been principally attributed to their regulation of fission/fusion dynamics. Here, we report that Mfn1 and 2 are critical for glucose-stimulated insulin secretion (GSIS) primarily through control of mitochondrial DNA (mtDNA) content. Whereas Mfn1 and Mfn2 individually were dispensable for glucose homeostasis, combined Mfn1/2 deletion in β-cells reduced mtDNA content, impaired mitochondrial morphology and networking, and decreased respiratory function, ultimately resulting in severe glucose intolerance. Importantly, gene dosage studies unexpectedly revealed that Mfn1/2 control of glucose homeostasis was dependent on maintenance of mtDNA content, rather than mitochondrial structure. Mfn1/2 maintain mtDNA content by regulating the expression of the crucial mitochondrial transcription factor Tfam, as Tfam overexpression ameliorated the reduction in mtDNA content and GSIS in Mfn1/2-deficient β-cells. Thus, the primary physiologic role of Mfn1 and 2 in β-cells is coupled to the preservation of mtDNA content rather than mitochondrial architecture, and Mfn1 and 2 may be promising targets to overcome mitochondrial dysfunction and restore glucose control in diabetes.

## Abstract (web summary)

Sidarala et al. examine the importance of the mitochondrial structural proteins, Mitofusins 1 and 2 (Mfn1/2), in diabetes. They find that Mfn1/2 control blood glucose by preserving mitochondrial DNA content, rather than mitochondrial structure.

## Introduction

Mitochondrial dynamics, the balance of fusion and fission of mitochondrial networks, is essential to control mitochondrial structure. Mitochondrial fission and fusion are governed by several key proteins that maintain mitochondrial quality control^1,2^. Fission is primarily regulated by the GTPase dynamin-related protein 1 (Drp1), while fusion is controlled by both outer and inner mitochondrial membrane machinery. The dynamin-related large GTPase optic atrophy protein 1 (Opa1) controls inner membrane fusion, while outer membrane fusion is controlled by two GTPases known as Mitofusin 1 and 2 (Mfn1 and Mfn2). Mitofusin 1 and 2 share ~80% sequence similarity and contain homologous functional domains, suggesting they play both overlapping and unique roles in metabolic function largely ascribed to their control of mitochondrial structure^3^.

Imbalances in mitochondrial dynamics in metabolically active tissues have been implicated in many human diseases, including neurodegenerative conditions, cancer, cardiovascular disease, and diabetes^2^. Mitochondria provide the energy necessary for β-cell insulin release^4,5^, and abnormalities in mitochondrial structure and bioenergetics have been observed in the β-cells of humans with type 2 diabetes (T2D^6,7^). Further, mitochondrial defects have been recently found to precede the development of T2D in human β-cells^8^. Thus, strategies to understand and overcome mitochondrial dysfunction in β-cells are of great appeal for the treatment of diabetes. However, the role of the core fission/fusion machinery in β-cells is less clear. Reduced β-cell *Mfn2* expression has been observed secondary to the deposition of toxic islet amyloid polypeptide oligomers observed in T2D as well as in mouse models of T2D^9,10^, yet the functions of Mfn1 and Mfn2 in β-cells in vivo are unexplored.

Here, we elucidate a key physiologic role for Mfn1 and 2 in the maintenance of glucose homeostasis that unexpectedly occurs through the preservation of β-cell mtDNA content, rather than mitochondrial structure. Utilizing several genetic mouse models, high resolution imaging, and transcriptomic profiling, we show that Mfn1 and 2 act in tandem to preserve β-cell mitochondrial health and, consequently, glucose-stimulated insulin secretion (GSIS). Mfn1 and 2 maintain mtDNA content by preventing loss of the mitochondrial transcription factor Tfam, which is a master regulator of mtDNA copy number control and mtRNA expression^11,12^. Indeed, adenoviral overexpression of Tfam ameliorates reductions in mtDNA content and GSIS in Mfn1/2-deficient β-cells, illustrating the critical importance of mtDNA copy number control by Mfn1/2 to promote glucose homeostasis.

## Results

### Combined deficiency of Mfn1 and Mfn2 in β-cells leads to severe glucose intolerance and reduced glucose-stimulated insulin secretion

Mitochondrial health is vital to support β-cell insulin secretory responses to glucose or other nutrient stimuli. We hypothesized that Mfn1 and Mfn2 are required for GSIS in β-cells through their regulation of mitochondrial function. To test this hypothesis, we generated mice bearing β-cell specific deletion of Mfn1 alone (*Mfn1*^loxP/loxP^; *Ins1*-Cre), Mfn2 alone (*Mfn2*^loxP/loxP^; *Ins1*-Cre), and combined deletion of both Mfn1 and 2 (*Mfn1*^loxP/loxP^*Mfn2*^loxP/loxP^; *Ins1*-Cre), hereafter known as β-Mfn1^KO^, β-Mfn2^KO^, and β-Mfn1/2^DKO^ mice, respectively. Conditional alleles targeted the canonical G-1 GTPase motif of Mfn1 (exon 4) or Mfn2 (exon 6) (Fig. S1a^13^). *Ins1*-Cre and floxed alone controls were phenotypically indistinguishable from one another, exhibiting no differences in body weight or glycemic control (Fig. S1b, c). Therefore, they were pooled as controls for subsequent analyses. β-Mfn1^KO^, β-Mfn2^KO^, and β-Mfn1/2^DKO^ mice each exhibited an efficient reduction in Mfn1 and/or Mfn2 islet protein expression when compared to littermate controls (Ctrl; Fig. 1a, b). We did not observe significant compensatory changes in Mfn2 expression in β-Mfn1^KO^ islets, nor in Mfn1 expression in β-Mfn2^KO^ islets (Fig. 1a, b). Further, we did not observe differences in expression of the other core fission/fusion proteins, Drp1 and Opa1, following deletion of Mfn1 and/or Mfn2 (Fig. S1d).

**Fig. 1:**
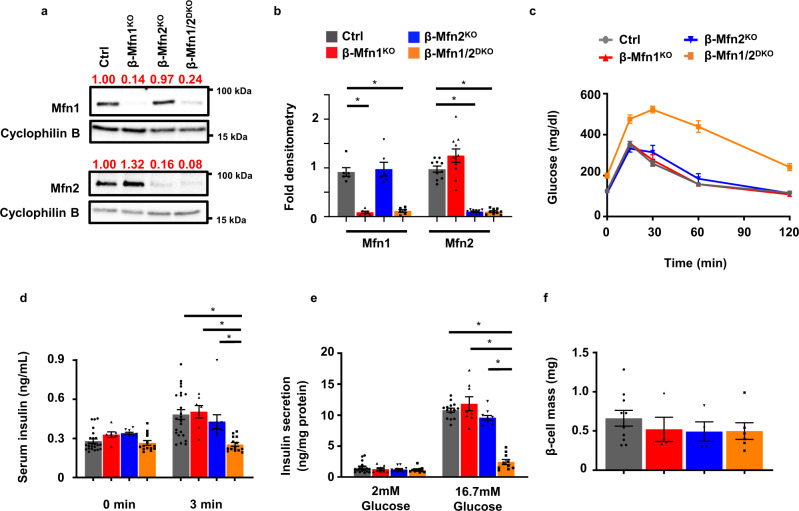
Loss of both Mfn1 and Mfn2 in β-cells impairs glucose tolerance and glucose-stimulated insulin release. **a** Expression of Mfn1 and Mfn2 by Western blot (WB) in islets isolated from 8-10-week-old Ctrl, β-Mfn1^KO^, β-Mfn2^KO^ and β-Mfn1/2^DKO^ mice. Cyclophilin B serves as a loading control. Representative of six independent mice/group for Mfn1 and 10 independent mice/group for Mfn2. Band intensity of each lane of displayed representative blot (shown as fold change compared to Ctrl, expression normalized to cyclophilin B) above each blot in red. **b** Densitometry (normalized to cyclophilin B) from studies in Fig. 1A. *n* = 6/group for Mfn1 and 10/group for Mfn2. Data are presented as Mean ± SEM. *p < 0.0005 by one-way ANOVA followed by Tukey’s post-hoc test for multiple comparisons. **c** Blood glucose concentrations measured during IPGTT of 8-week-old Ctrl (*n* = 28), β-Mfn1^KO^ (*n* = 7), β-Mfn2^KO^ (*n* = 6) and β-Mfn1/2^DKO^ (*n* = 15) littermates. Data are presented as Mean ± SEM. (*p* < 0.0005 by two-way ANOVA for β-Mfn1/2^DKO^ mice vs Ctrl followed by Sidak’s post-hoc test for multiple comparisons). **d** Serum insulin concentrations (*n* = 7-24/group) measured during in vivo glucose-stimulated insulin release testing in 8-week-old Ctrl (*n* = 24), β-Mfn1^KO^ (*n* = 7), β-Mfn2^KO^ (*n* = 10) and β-Mfn1/2^DKO^ (*n* = 14) littermates. Data are presented as mean ± SEM. *p < 0.0005 for β-Mfn1/2^DKO^ mice vs Ctrl and β-Mfn1^KO^, *p* = 0.004 for β-Mfn1/2^KO^ vs β-Mfn2^KO^ by one-way ANOVA followed by Sidak’s post-hoc test for multiple comparisons. **e** Glucose-stimulated insulin secretion following static incubations in 2 mM and 16.7 mM glucose, performed in isolated islets of 8-week-old Ctrl (*n* = 16), β-Mfn1^KO^ (*n* = 8), β-Mfn2^KO^ (*n* = 11) and β-Mfn1/2^DKO^ (*n* = 10) littermates. Data are presented as mean from independent mice ± SEM. *p < 0.0005 by one-way ANOVA followed by Sidak’s post-hoc test for multiple comparisons. **f** Pancreatic β-cell mass measured in 10-week-old Ctrl (*n* = 10), β-Mfn1^KO^ (*n* = 4), β-Mfn2^KO^ (*n* = 4) and β-Mfn1/2^DKO^ (*n* = 6) littermates. Data are presented as mean ± SEM. Uncropped western blots and source data are provided as a Source Data file.

While loss of either Mfn1 or Mfn2 alone has been shown to impair glucose homeostasis in other metabolic tissues^3,14^, we were surprised to find that both β-Mfn1^KO^ and β-Mfn2^KO^ mice exhibited normal glucose homeostasis during an intraperitoneal glucose tolerance test (IPGTT; Fig. 1c). We also observed no changes in insulin secretion in single β-Mfn1^KO^ or β-Mfn2^KO^ mice after glucose administration in vivo (Fig. 1d) or in isolated islets (Fig. 1e). However, combined deletion of both Mfn1 and Mfn2 resulted in severe glucose intolerance (Fig. 1c; *p* < 0.005 by one-way ANOVA vs. Ctrl), due to markedly reduced GSIS (Figs. 1d, e and S1e).

To evaluate other etiologies of glucose intolerance in β-Mfn1/2^DKO^ mice, we first measured β-cell mass. We observed no significant differences in β-cell mass between genotypes (Fig. 1f). There were also no differences in body weight or peripheral insulin sensitivity between the groups (Fig. S1f, g). Taken together, these studies suggest that Mfn1 and 2 are individually dispensable for glycemic control and GSIS, but together play vital complementary roles for the maintenance of glucose tolerance and β-cell insulin release.

### Mfn1 and 2 regulate β-cell mitochondrial structure and respiratory function

Given the connections between mitochondrial function and dynamics, we asked whether mitochondrial respiration and architecture would be defective in the islets of β-Mfn1/2^DKO^ mice, as has been reported in other models of Mfn1/2-deficiency^15–19^. Indeed, islets isolated from β-Mfn1/2^DKO^ mice displayed a reduced glucose-stimulated oxygen consumption rate (OCR; Figs. 2a and S2a) when compared to Ctrl islets. We did not observe differences in glycolysis as measured by extracellular acidification rate (ECAR; Fig. S2a). Differences in glucose-stimulated OCR between Ctrl and β-Mfn1/2^DKO^ islets were no longer observed following exposure to the Complex III inhibitor antimycin A, suggesting that Mfn1/2-deficient islets primarily possess a defect in β-cell mitochondrial respiration (Figs. 2a and S2a).

**Fig. 2:**
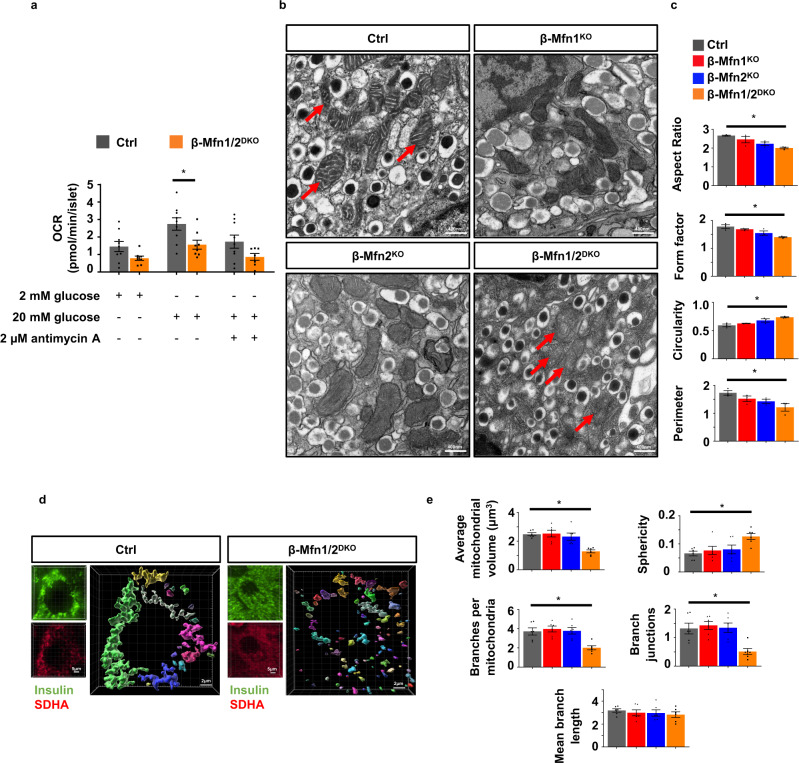
Combined Mfn1 and Mfn2 deficiency impairs mitochondrial respiration and structure in β-cells. **a** OCR measured following exposure to 2 mM glucose, 20 mM glucose, and 2 µM antimycin A in islets isolated from 8-10-week-old Ctrl (*n* = 9) and β-Mfn1/2^DKO^ (*n* = 8) mice by a Seahorse flux analyzer. Data are presented as mean from independent mice ± SEM. *p = 0.0176 by one-way ANOVA followed by Sidak’s post-hoc test for multiple comparisons. **b** Representative transmission EM images of β-cells from 12-week-old Ctrl, β-Mfn1^KO^, β-Mfn2^KO^ and β-Mfn1/2^DKO^ littermates. *n* = 3/group. Mitochondria are highlighted with red arrows. **c** Quantification of mitochondrial morphology in Ctrl, β-Mfn1^KO^, β-Mfn2^KO^, and β-Mfn1/2^DKO^ β-cells from transmission EM images (∼125 independent mitochondria scored/animal). *n* = 3/group. Data are presented as mean ± SEM. *p = 0.0087 for Aspect Ratio, *p* = 0.004 for Form factor and Circularity, *p* = 0.037 for Perimeter by one-way ANOVA followed by Tukey’s post-hoc test for multiple comparisons. **d** Imaris^®^ generated three-dimensional reconstruction of deconvolution immunofluorescence Z-stack images at 100× magnification stained for SDHA (see inset image—red) from pancreatic sections of Ctrl and β-Mfn1/2^DKO^ mice. β-cells were identified by insulin co-staining (inset: insulin—green). Each unique color represents a separate β-cell mitochondrial network cluster. Representative image of six independent mice/group. **e** β-cell mitochondrial morphology and network analysis of deconvolution immunofluorescence Z-stack images at 100× magnification stained for SDHA (and insulin) from pancreatic sections of Ctrl, β-Mfn1^KO^, β-Mfn2^KO^ and β-Mfn1/2^DKO^ mice by MitoAnalyzer. *n* = 6/group (∼150 β-cells/animal were quantified). Data are presented as mean ± SEM. *p = 0.0006 for Average mitochondrial volume, *p* = 0.0089 for Sphericity, *p* = 0.0032 for Branches per mitochondria, *p* = 0.0039 for Branch junctions by one-way ANOVA followed by Sidak’s post-hoc test for multiple comparisons. Source data are provided as a Source Data file.

Loss of key mediators of mitochondrial fusion disrupt mitochondrial network balance and favor increased mitochondrial fission, often leading to the appearance of increased punctate or spherical mitochondria^20^. We thus examined mitochondrial structure in Mfn1- and/or Mfn2-deficient β-cells by several independent and complementary methods. First, we assessed β-cell mitochondrial ultrastructure by transmission electron microscopy (TEM). While β-cells from all groups had the expected appearance of electron dense insulin granules, β-cells from β-Mfn1/2^DKO^ mice had reductions in mitochondrial aspect ratio, form factor, and perimeter, and increased mitochondrial circularity (Fig. 2b, c), indicating smaller, punctate mitochondria. We observed no overt differences in ER morphology and proximity to mitochondria in β-cells from control and β-Mfn1/2^DKO^ mice (Fig. S2b), however.

Secondly, we examined mitochondrial networking utilizing high-resolution deconvolution imaging of the mitochondrial marker succinate dehydrogenase A (SDHA). We initially used Imaris^®^ imaging software to generate three-dimensional (3D) reconstructions of β-cell mitochondria to grossly evaluate mitochondrial networking^21,22^. Consistent with our findings using TEM, the number of 3D mitochondrial networks appeared similar between Ctrl and single β-Mfn1^KO^ or β-Mfn2^KO^ β-cells (Fig. S2c). However, Mfn1/2-double deficient mice showed a dramatic increase in the frequency of smaller β-cell mitochondrial networks (Fig. 2d).

Next, we analyzed 3D deconvolution imaging of β-cell SDHA using the Mitochondria Analyzer, a validated and unbiased quantification tool used to evaluate mitochondrial morphology and network/branch complexity^22,23^. This confirmed that measures of mitochondrial morphology (reduced mitochondrial volume and increased sphericity) and network/branch complexity (reduced branch number and branch junctions) were significantly impaired in β-Mfn1/2^DKO^ mice, commensurate with an increase in punctate/spherical mitochondria due to decreased mitochondrial fusion (Fig. 2e). Together, these data demonstrate that together Mfn1 and 2 maintain β-cell mitochondrial structure and function.

### Mfn1 and 2 maintain β-cell mtDNA content

Mitochondrial DNA copy number is vital for β-cell function and glucose homeostasis^24,25^. Thus, we next examined whether mtDNA content was altered by loss of Mfn1 and/or Mfn2 in β-cells. We observed a small, yet significant, reduction in mtDNA content in islets of β-Mfn2^KO^ mice that was not observed in islets of β-Mfn1^KO^ mice (Fig. 3a). Interestingly, mtDNA depletion substantially worsened in the islets of β-Mfn1/2^DKO^ mice (Fig. 3a), suggesting that loss of Mfn1 exacerbates the depletion of mtDNA caused by Mfn2 deficiency. We next assessed expression of the 13 mitochondrially encoded genes and observed a consistent and significant reduction in mtRNA expression in β-Mfn2^KO^ islets that was exacerbated in β-Mfn1/2^DKO^ mice (Fig. 3b). 

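The mRNA levels come from RNAseq of islets of 12-week-old mice, as gene counts of 6 Ctrl, 4 β-Mfn1 KO, 5 β-Mfn2 KO and 5 β-Mfn1/2 DKO libraries. The targeted genes were read in every library as counts scaled by TMM, the normalization of edgeR. *Mfn1* stood at 1518, 1758, 1711, 1807, 1553 and 1675 in Ctrl and at 770.4, 621.4, 630.8 and 673.6 in β-Mfn1 KO. It stood at 1712, 1711, 1683, 1807 and 1693 in β-Mfn2 KO and at 690.3, 690.5, 686.9, 855.9 and 1062 in β-Mfn1/2 DKO. *Mfn2* stood at 4373, 3200.4, 3151, 3304, 3089 and 3910.1 in Ctrl and at 4399, 3869, 4607 and 4535 in β-Mfn1 KO. In β-Mfn2 KO it was at 1532, 1586, 1688, 1474 and 1607, and in β-Mfn1/2 DKO at 2022, 2082, 2062, 2131 and 2124. The 13 mRNAs encoded by mtDNA took up 1.86 ± 0.114% of a library's counts in Ctrl (SD, n = 6) and 1.78 ± 0.180% in β-Mfn1 KO (SD, n = 4). They took up 1.15 ± 0.0438% in β-Mfn2 KO (SD, n = 5) and 0.636 ± 0.0705% in β-Mfn1/2 DKO (SD, n = 5). The mean share differed from Ctrl by −0.709 percentage points in β-Mfn2 KO and by −1.23 in β-Mfn1/2 DKO, each with p = 0.0043 in a two-sided exact permutation test over all 462 splits of the libraries. Between β-Mfn1/2 DKO and β-Mfn2 KO the difference was −0.518 points (permutation p = 0.0079, 252 splits), and between β-Mfn1 KO and Ctrl it was −0.0830 (p = 0.419, 210 splits). Libraries with the same replicate number were also compared as pairs with Ctrl, where the share was lower in 5 of 5 pairs for both β-Mfn2 KO (mean −0.738 points) and β-Mfn1/2 DKO (mean −1.26 points). The highest share in Ctrl was 2.01% in replicate 4 (95% Wilson interval 1.997 to 2.013%, which covers counting error only), and the lowest in β-Mfn1/2 DKO was 0.530% in replicate 1 (0.529 to 0.532%). Single genes were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over 28632 genes, and the standard error (SE) is the absolute log2 fold change divided by the root of the F statistic. *mt-Nd1* (ENSMUSG00000064341, GRCm38 chromosome M, 2751–3707) had a log2 fold change of −0.59 in β-Mfn2 KO (SE 0.10, adjusted p = 0.015) and −1.60 in β-Mfn1/2 DKO (SE 0.10, adjusted p = 6.1e-10). For *mt-Nd2* (ENSMUSG00000064345, chromosome M, 3914–4951) these were −0.57 (SE 0.09, adjusted p = 0.0037) and −1.87 (SE 0.09, adjusted p = 1.0e-11). In β-Mfn1/2 DKO all 13 mRNAs had an adjusted p under 0.05, with log2 fold changes from −2.48 (*mt-Nd4l*) to −1.60 and a median of −1.73. With the replicate number as a block, 13 of 13 did so with a median of −1.79. Deviations from the group means had a mean correlation of 0.170 between libraries of the same number and −0.037 between those of other numbers. The last value was 0.103 for libraries of the same sex and −0.134 for those of different sex, so sex enters into this contrast. In β-Mfn2 KO 10 of 13 had an adjusted p under 0.05, with and without the block, and 11 when adjusted over the 13 alone (median −0.68). The other mRNAs were *mt-Nd3* (−0.61, adjusted p = 0.93), *mt-Nd4l* (−0.65, adjusted p = 0.93) and *mt-Atp8* (−0.02, adjusted p = 1), the shortest transcripts of the 13. Over the alternatives tried this count ran from 9 to 11, and leaving out 1 library at a time gave 8 to 10. In β-Mfn1 KO 0 of 13 had an adjusted p under 0.05, and 0 an unadjusted p under 0.05 (median −0.06). Between β-Mfn1/2 DKO and β-Mfn2 KO 13 of 13 differed, from −2.01 (*mt-Atp8*) to −0.77 (*mt-Nd5*), and 13 of 13 with the block. Counts of *mt-Nd3*, *mt-Nd4l*, *mt-Co2*, *mt-Co3* and *mt-Atp6* are uncertain, as over 90% of their 75-base stretches also occur in another gene. Adding the counts of the gene that shares most moved the log2 ratio of β-Mfn1/2 DKO to Ctrl by at most 0.139. Their decrease in β-Mfn1/2 DKO thus does not hang on how reads were shared out with that gene. *mt-Nd6* is uncertain too, as it overlaps *mt-Nd5* on the opposite strand. The 6 mRNAs with under 10% of such stretches had log2 fold changes of −1.60 to −2.03 in β-Mfn1/2 DKO. All β-Mfn1/2 DKO libraries were sequenced deeper than any Ctrl library. Among deep libraries only, the share in β-Mfn1/2 DKO minus that in β-Mfn2 KO was −0.533 points (permutation p = 0.0952). This is the smallest p that 21 splits can give, so the test could not fall under 0.05.

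**Figure D1:**
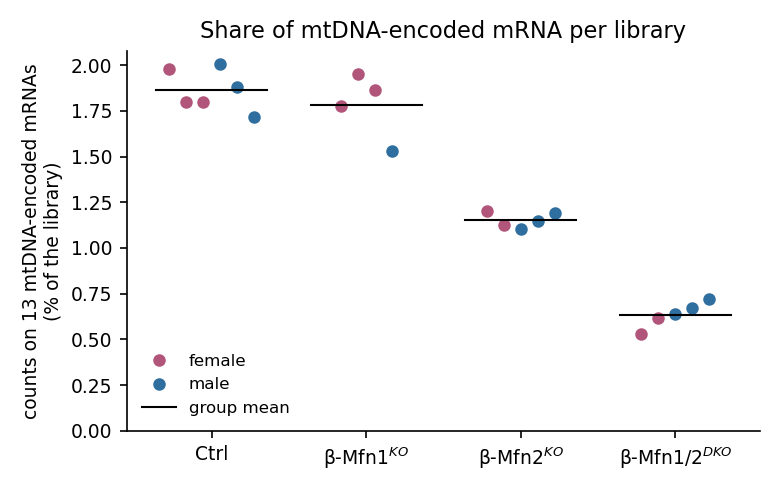
Share of each library's counts on the 13 mtDNA-encoded mRNAs, with group means of 1.86, 1.78, 1.15 and 0.636%.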

Concordantly, examination of protein expression of mitochondrial OXPHOS subunits by Western blot revealed reductions of the mitochondrially encoded subunits of Complex IV, mt-Co1, and Complex III, mt-Cytb, in β-Mfn2^KO^ islets, and β-Mfn1/2^DKO^ islets (Fig. 3c, d). We also observed significant reductions of nuclear encoded subunits of Complex I (Ndufb8) in both β-Mfn2^KO^ and β-Mfn1/2^DKO^ islets and Complex III (Uqcrc2) in β-Mfn1/2^DKO^ islets, but no significant depletion of nuclear encoded Complex II (Sdhb) and Complex V (Atp5a) (Fig. 3c, d). Depletion of mtDNA content in β-Mfn1/2^DKO^ islets did not appear to be secondary to changes in mitochondrial mass, as we did not observe reductions in Atp5a (Fig. 3c, d) or in the mitochondrial outer membrane protein Tom20 (Fig. 3e), a common marker of mitochondrial mass^26^. These studies reveal that both Mfn1 and 2 (and Mfn2 alone to a lesser degree) are necessary to maintain mtDNA copy number in β-cells.

**Fig. 3:**
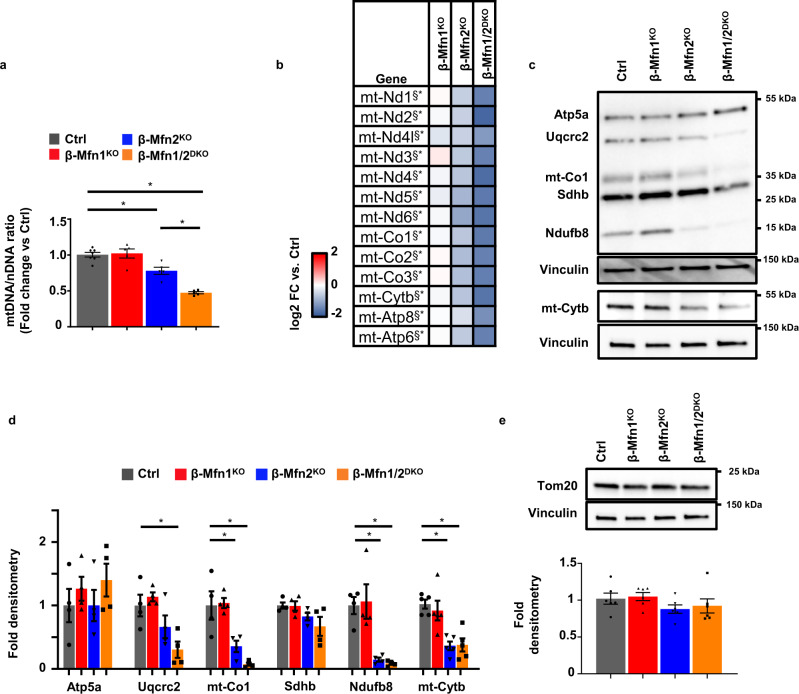
Mfn1/2-deficient β-cells exhibit reduced mtDNA content. **a** Relative mtDNA content measured by qPCR (normalized to nuclear DNA expression) in isolated islets of 8-week-old Ctrl (*n* = 7), β-Mfn1^KO^ (*n* = 5), β-Mfn2^KO^ (*n* = 5) and β-Mfn1/2^DKO^ (*n* = 5) littermates. Data are presented as mean ± SEM. *p = 0.0037 for β-Mfn2^KO^ vs Ctrl, *p* < 0.0005 for β-Mfn1/2^DKO^ vs Ctrl by one-way ANOVA followed by Sidak’s post-hoc test for multiple comparisons. **b** Heatmap representing relative expression (compared to littermate controls; Ctrl) of mitochondrial encoded transcripts in islets isolated from β-Mfn1^KO^ (*n* = 4), β-Mfn2^KO^ (*n* = 5) and β-Mfn1/2^DKO^ (*n* = 5) mice. ^§*^ Benjamini-Hochberg FDR (*P*_adj_) < 0.05 comparing β-Mfn2^KO^ (^§^) and β-Mfn1/2^DKO^ (^*^) to Ctrl. **c** Expression of OXPHOS subunit proteins by WB in islets isolated from 8 to 10-week-old Ctrl, β-Mfn1^KO^, β-Mfn2^KO^, and β-Mfn1/2^DKO^ mice. Representative of four independent mice/group. **d** OXPHOS subunit densitometry (normalized to Vinculin) from studies in Fig. 3D. *n* = 4/group; Data are presented as mean ± SEM. *p = 0.02 for Uqcrc2, *p* < 0.05 for mt-co1, *p* < 0.001 for Ndufb8, *p* < 0.005 for mt-Cytb by one-way ANOVA followed by Tukey’s post-hoc test for multiple comparisons. **e** Expression of Tom20 by WB in islets isolated from 8 to 10-week-old Ctrl, β-Mfn1^KO^, β-Mfn2^KO^, and β-Mfn1/2^DKO^ mice. Representative image (top) of six independent mice/group. Tom20 densitometry, normalized to vinculin (bottom). *n* = 6/group. Data are presented as mean ± SEM. Uncropped western blots and source data are provided as a Source Data file.

### Defects in β-cell mitochondrial fusion induce glucose intolerance upon loss of mtDNA content

Our observations showing distinct and overlapping contributions of Mfn1 and 2 in the regulation of β-cell mitochondrial function led us to hypothesize that loss of mitochondrial fusion would lead to glucose intolerance due to mtDNA depletion. However, approaches to clarify the specific contribution of mtDNA depletion to metabolic dysfunction following imbalances in mitochondrial dynamics have been elusive. To this end, we generated animals harboring only a single functional allele of either Mfn1 (β-Mfn1^+/−^Mfn2^KO^) or Mfn2 (β-Mfn1^KO^Mfn2^+/−^) to ascertain the relative importance of mtDNA content and structure in the maintenance of glycemic control. For robustness of interpretation, these experiments were performed alongside littermate controls and β-Mfn1/2^DKO^ mice as previously presented (Figs. 1–3). As expected, neither β-Mfn1^+/−^Mfn2^KO^ nor β-Mfn1^KO^Mfn2^+/−^ mice developed changes in β-cell mass, body weight, or insulin sensitivity (Fig. S3a–c). Interestingly, 3D quantification of mitochondrial morphology and network integrity revealed that, similar to β-Mfn1/2^DKO^ mice, a single allele of either Mfn1 or Mfn2 was not sufficient to maintain β-cell mitochondrial structure, leading to increases in punctate mitochondria consistent with loss of mitochondrial fusion (Fig. 4a, b).

**Fig. 4:**
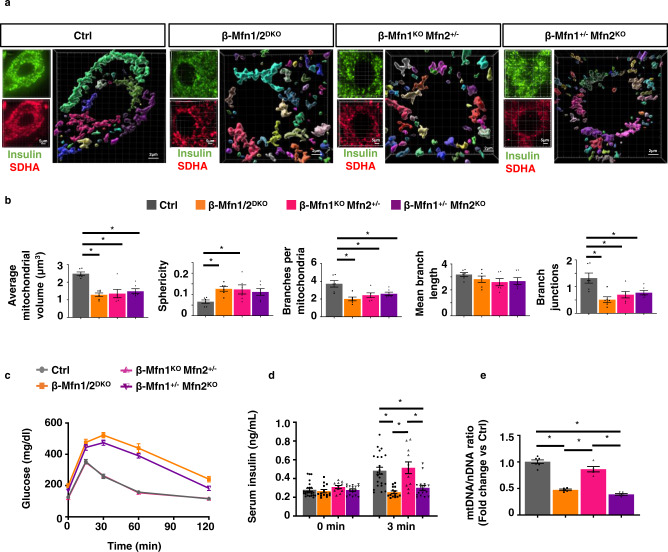
A single allele of Mfn2, but not Mfn1, maintains glycemic control by preserving β-cell mtDNA content despite impaired mitochondrial structure. **a** Imaris® generated three-dimensional reconstruction of deconvolution immunofluorescence Z-stack images at 100X magnification stained for SDHA (see inset image—red) from pancreatic sections of Ctrl, β-Mfn1/2^DKO^, β-Mfn1^KO^Mfn2^+/−^ and β-Mfn1^+/−^Mfn2^KO^ mice. β-cells were identified by insulin co-staining (inset: insulin—green). Each unique color represents a separate β-cell mitochondrial network cluster. Representative image of six independent mice/group. **b** β-cell mitochondrial morphology and network analysis of deconvolution immunofluorescence Z-stack images from pancreatic sections stained for insulin and SDHA of Ctrl, β-Mfn1/2^DKO^, β-Mfn1^KO^Mfn2^+/−^, and β-Mfn1^+/−^Mfn2^KO^ mice by MitoAnalyzer. *n* = 6/group (50–200 β-cells/animal were quantified). *p = 0.005 for Average mitochondrial volume, *p* = 0.05 for Sphericity, *p* = 0.05 for Branches per mitochondria, *p* = 0.05 for Branch junctions by one-way ANOVA followed by Sidak’s post-hoc test for multiple comparisons. **c** Blood glucose concentrations measured during IPGTT of 8-week-old Ctrl (*n* = 28), β-Mfn1/2^DKO^ (*n* = 15), β-Mfn1^KO^Mfn2^+/−^ (*n* = 13), and β-Mfn1^+/−^Mfn2^KO^ (*n* = 17) littermates. (*p* < 0.0005 by two-way ANOVA for β-Mfn1^+/−^Mfn2^KO^ and β-Mfn1/2^DKO^ mice vs Ctrl followed by Sidak’s post-hoc test for multiple comparisons). **d** Serum insulin concentrations (*n* = 11–24/group) measured during in vivo glucose-stimulated insulin release testing in 8-week-old Ctrl (*n* = 24), β-Mfn1/2^DKO^ (*n* = 14), β-Mfn1^KO^Mfn2^+/−^ (*n* = 11) and β-Mfn1^+/−^Mfn2^KO^ (*n* = 16) littermates. *p < 0.0005 by one-way ANOVA followed by Sidak’s post-hoc test for multiple comparisons. **e** Relative mtDNA content measured by qPCR (normalized to nuclear DNA expression) in isolated islets of 8-week-old Ctrl (*n* = 7), β-Mfn1/2^DKO^ (*n* = 5), β-Mfn1^KO^Mfn2^+/−^ (*n* = 5) and β-Mfn1^+/−^Mfn2^KO^ (*n* = 5) littermates. Data are presented as mean ± SEM. *p < 0.0005 by one-way ANOVA followed by Sidak’s post-hoc test for multiple comparisons. Of note, studies in Ctrl and β-Mfn1/2^DKO^ mice were performed together alongside all β-Mfn1^KO^, β-Mfn2^KO^, β-Mfn1^KO^Mfn2^+/−^ (*n* = 11) and β-Mfn1^+/−^Mfn2^KO^ (*n* = 16) littermates and thus may appear twice for purposes of relevant comparisons (in Figs. 1C, D, 2D, E, 3A, and again in Fig. 4A–E). Source data are provided as a Source Data file.

Despite mitochondrial morphologic imbalances in both β-Mfn1^+/−^Mfn2^KO^ and β-Mfn1^KO^Mfn2^+/−^ mice, *only* β-Mfn1^+/−^Mfn2^KO^ mice developed glucose intolerance and impaired GSIS similar to that of β-Mfn1/2^DKO^ mice (Fig. 4c, d). We also found significant reductions in mtDNA content associated with the loss of GSIS observed in β-Mfn1^+/−^Mfn2^KO^ and β-Mfn1/2^DKO^ mice (Fig. 4e). Thus, maintenance of a single functional allele of *Mfn2*, but not *Mfn1*, is able to preserve glucose homeostasis, mtDNA content, and insulin secretion, despite being insufficient to maintain β-cell mitochondrial network integrity. Importantly, these results disjoin β-cell function from changes in mitochondrial morphology, and implicate mtDNA copy number as the vital purveyor of glycemic control following loss of mitochondrial fusion.

### Mfn1 and 2 deficiency induces a transcriptional signature consistent with defects in mitochondrial metabolism and alterations in mtDNA replication

To begin to understand the mechanisms underlying control of mtDNA content by Mfn1 and 2, we analyzed bulk RNA sequencing (RNAseq) data generated from islets of β-Mfn1^KO^, β-Mfn2^KO^, and β-Mfn1/2^DKO^ mice as well as littermate controls. 

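The gene counts of these 20 libraries are the data used here. By the sample labels, the Ctrl libraries came from 3 female and 3 male mice, β-Mfn1 KO from 3 and 1, β-Mfn2 KO from 2 and 3, and β-Mfn1/2 DKO from 2 and 3. The authors aligned the reads to the mouse genome GRCm38 with STAR and estimated counts per gene with RSEM, dropping genes with 0 counts in all samples. A gene's count depends on the depth of its library and on what else the islets express, so counts were scaled between libraries before any comparison. Totals ran from 12.4 to 20.3 M counts in Ctrl, from 15.7 to 16.7 M in β-Mfn1 KO, from 15.1 to 59.5 M in β-Mfn2 KO and from 65.5 to 122.9 M in β-Mfn1/2 DKO. Depth thus went with genotype, and a difference in handling shared by all β-Mfn1/2 DKO libraries cannot be told from the genotype. One fit to all 4 groups gave each comparison, without covariates. A gene is called here when its adjusted p is under 0.05 and its fold change over 1.5 either way, the thresholds in the paper's methods, which name DESeq2 for the test. In simulated counts with 200 changed genes and the group sizes of Ctrl and β-Mfn1/2 DKO, edgeR called 183 of the 200 and 8 others. The changes put in were all well past 1.5-fold, in genes without low counts, and genes varied independently. These rates need not hold for changes near 1.5-fold, genes of low counts or genes that move together.

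**Figure D2:**
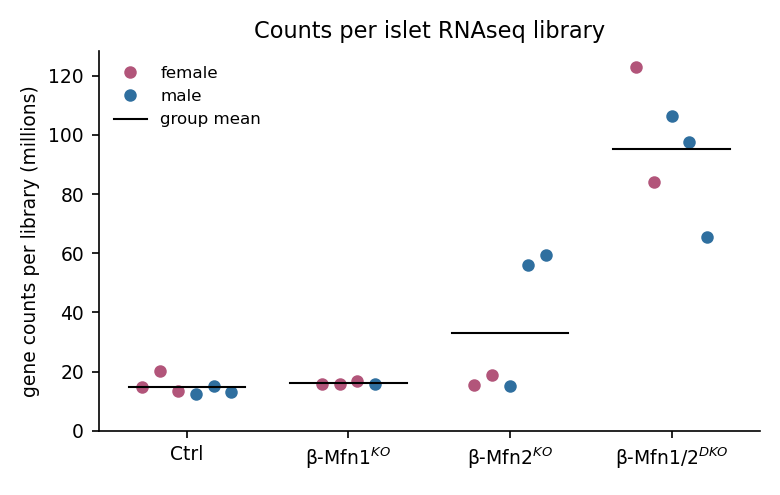
Total gene counts of each library by genotype and sex, from 12.4 to 122.9 M.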

Initial hierarchical clustering analyses based on the top 500 most highly expressed genes revealed that only β-Mfn1/2^DKO^ islets clustered by genotype, while we did not observe discrete clustering across Ctrl or single β-Mfn1^KO^ and β-Mfn2^KO^ islets due to very few differences in expression between these groups (Figs. 5a and S4a, b). 

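The 500 genes of highest mean were clustered as z-scores of log2 CPM, with Euclidean distance and complete linkage, both assumed here. The smallest branch that held all 5 β-Mfn1/2 DKO libraries held 0 others. For Ctrl, β-Mfn1 KO and β-Mfn2 KO that branch held 9, 11 and 5 libraries of other genotypes. Without z-scores the branch with all β-Mfn1/2 DKO libraries held 15 others, and without β-Mfn2 KO replicate 5 it held 14. Against Ctrl, 7 genes were called in β-Mfn1 KO (1 higher, 6 lower) and 15 in β-Mfn2 KO (2 higher, 13 lower) with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. With the replicate block these were 9 and 18. At an unadjusted p under 0.05 there were 2130 genes in β-Mfn1 KO and 1208 in β-Mfn2 KO. The calls in β-Mfn1 KO ran from 3 to 28 over the alternatives, the most with DESeq2 and the authors' normalization factors, and those in β-Mfn2 KO from 12 to 25. Besides *Mfn1*, the calls in β-Mfn1 KO were *Ins1* (log2 fold change −0.82, adjusted p = 0.032), *Rbm20* (0.63, 0.025), *Masp2* (−5.07, 0.030), *Zfp990* (−7.10, 0.0024), *Eno1b* (−7.50, 0.00042) and *Gm4735* (−2.27, 0.025). *Masp2* and *Zfp990* lie within 2.36 Mb of *Mfn2*, and both were also near 0 in Ctrl replicate 1 (2.91 and 0 normalized counts). *Eno1b* and *Gm4735*, on chromosomes 18 and 2, were low in Ctrl replicate 1 too (29.1 and 69.8, the other Ctrl 2450 to 5821 and 165 to 423). In β-Mfn2 KO the calls took in *Mfn2*, *Ins1* (−0.94, 0.0014), *Rbm20* (0.63, 0.0040), *Cldn11* (−4.18, 0.0022) and 9 mRNAs of mtDNA. *Cldn11* was also low in Ctrl replicates 2 and 4 (71.9 and 49.1 normalized counts, the other Ctrl 766 to 1634). Every knockout carries a Cre knock-in at *Ins1*, so lower *Ins1* in these groups need not come from the loss of a mitofusin.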

Gene ontology and pathway analyses of differentially expressed genes from β-Mfn1/2^DKO^ islets revealed significant changes related to endocrine hormone/insulin secretion, β-cell signature genes, as well as several metabolic pathways (Figs. 5b and S4c, d), consistent with the defects in β-cell function and mitochondrial metabolism observed in β-Mfn1/2^DKO^ mice.

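The ontology and pathway sets of Figs. 5b and S4c were not used here, and own gene lists were tested for β-Mfn1/2 DKO against Ctrl. Of 24 genes of a list for maturity onset diabetes of the young (MODY), 7 were called, against 1240 of 15243 other genes (odds ratio 4.65, two-sided Fisher's exact test, p = 0.0024). With the replicate block the odds ratio was 4.10 (Fisher's p = 0.0046). Of 30 digestive enzyme genes of acinar cells, 29 were called, against 1218 of 15237 others (odds ratio 334, Fisher's p = 5.8e-31). With the replicate block 1 of the 30 was called (odds ratio 0.341, Fisher's p = 0.519). By camera from limma the list as a whole was higher in both fits (adjusted p = 0.0030, with the block 0.019). Camera took a preset low correlation between genes, while acinar genes had a mean correlation of 0.935 within groups. Its p-values for this list are thus too small. An acinar score, the mean log2 CPM of this list, stood at 7.83 and 9.30 in β-Mfn1/2 DKO replicates 4 and 5 and at 3.17, 4.02 and 3.18 in replicates 1 to 3. Its mean differed between β-Mfn1/2 DKO and Ctrl by 1.56 (two-sided exact permutation p = 0.290). With this score as a covariate, which takes out the list's own change by construction, the odds ratio was 0.502 (Fisher's p = 1), and without replicate 5 it was 0 (p = 0.259). Whole lists were tested with camera from limma, adjusted over 12 lists by Benjamini-Hochberg. Its p-values are too small for any list whose genes move together. A list of 12 β-cell genes was lower (adjusted p = 3.3e-19, with the block 1.2e-17), and 11 of its genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test. A list of 25 targets of ATF4 was higher (adjusted p = 6.0e-07, with the block 2.5e-05), with 10 genes called.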

**Fig. 5:**
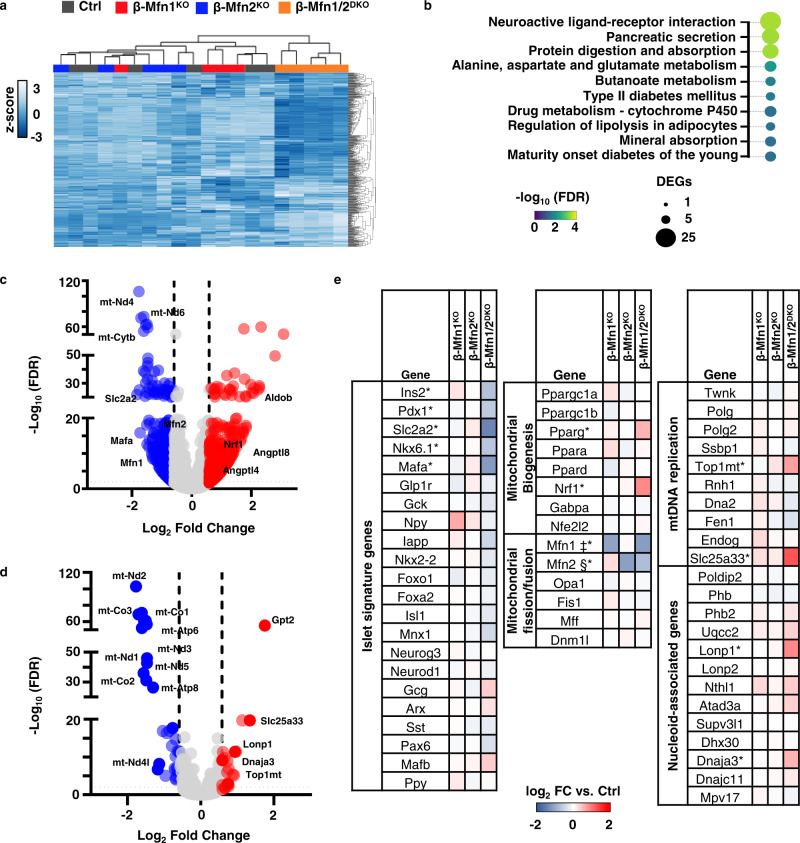
Mfn1/2-deficiency induces expression of genes associated with mtDNA replication. **a** Hierarchical clustering of RNAseq samples displaying the 500 genes with the highest mean expression in islets of 12-week-old Ctrl (*n* = 6), β-Mfn1^KO^ (*n* = 4), β-Mfn2^KO^ (*n* = 5) and β-Mfn1/2^DKO^ (*n* = 5) mice. **b** Pathway analysis of top differentially regulated pathways in β-Mfn1/2^DKO^ islets (*n* = 5) compared to littermate Ctrl islets (*n* = 6), demarcated by both false discovery rate (FDR) and the number of significantly differentially expressed genes (DEGs) per pathway. **c** Volcano plot depicting differential RNA expression in islets of β-Mfn1/2^DKO^ (*n* = 5) mice compared to littermate Ctrl mice (*n* = 6). Significantly differentially expressed genes demarcated by −log10 FDR > or < 2 and log2 fold change (FC) > or < 0.6. **d** Volcano plot depicting differential RNA expression of MitoCarta 2.0 targets in islets of β-Mfn1/2^DKO^ (*n* = 5) mice compared to littermate Ctrl mice (*n* = 6). Significantly differentially expressed genes demarcated by −log10 FDR > or < 2 and log2 fold change (FC) > or < 0.6. **e** Differential RNA expression heatmap of selected genes from islets of β-Mfn1^KO^ (*n* = 4), β-Mfn2^KO^ (*n* = 5) and β-Mfn1/2^DKO^ (*n* = 5) mice compared to littermate Ctrl mice (*n* = 6). up. ‡§* Benjamini-Hochberg FDR (*P*_adj_) < 0.05 comparing β-Mfn1^KO^(‡), β-Mfn2^KO^(§), and β-Mfn1/2^DKO^(*) to Ctrl.

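*Mfn1* (ENSMUSG00000027668) lies on GRCm38 chromosome 3, 32529465–32579239, and *Mfn2* (ENSMUSG00000029020) on chromosome 4, 147873599–147904704. Exon 4 of transcript Mfn1-201 (32538270–32538432) and exon 6 of Mfn2-201 (147890114–147890276) each hold 163 bases, all coding. The transcripts have 18 and 20 exons, and a gene count takes in reads on every exon, so a transcript without 1 exon still adds to it. *Mfn1* had a log2 fold change against Ctrl of −1.31 in β-Mfn1 KO (SE 0.11, adjusted p = 6.6e-07, with the replicate block −1.28, 3.2e-06), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In β-Mfn1/2 DKO it was −1.07 (SE 0.09, adjusted p = 6.3e-08, block −1.08, 4.8e-08) and in β-Mfn2 KO 0.04 (adjusted p = 1). *Mfn2* had −1.15 in β-Mfn2 KO (SE 0.08, adjusted p = 1.1e-08, block −1.11, 3.5e-08) and −0.75 in β-Mfn1/2 DKO (SE 0.07, adjusted p = 3.3e-07, block −0.71, 5.5e-07). In β-Mfn1 KO it had 0.31 (adjusted p = 0.433). Its mean was 3505 ± 519 in Ctrl (SD, n = 6), 1577 ± 80.5 in β-Mfn2 KO (SD, n = 5) and 2084 ± 45.1 in β-Mfn1/2 DKO (SD, n = 5), and β-Mfn1/2 DKO against β-Mfn2 KO gave 0.40 (adjusted p = 0.0011, block 0.40, 0.00069).

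**Figure D3:**
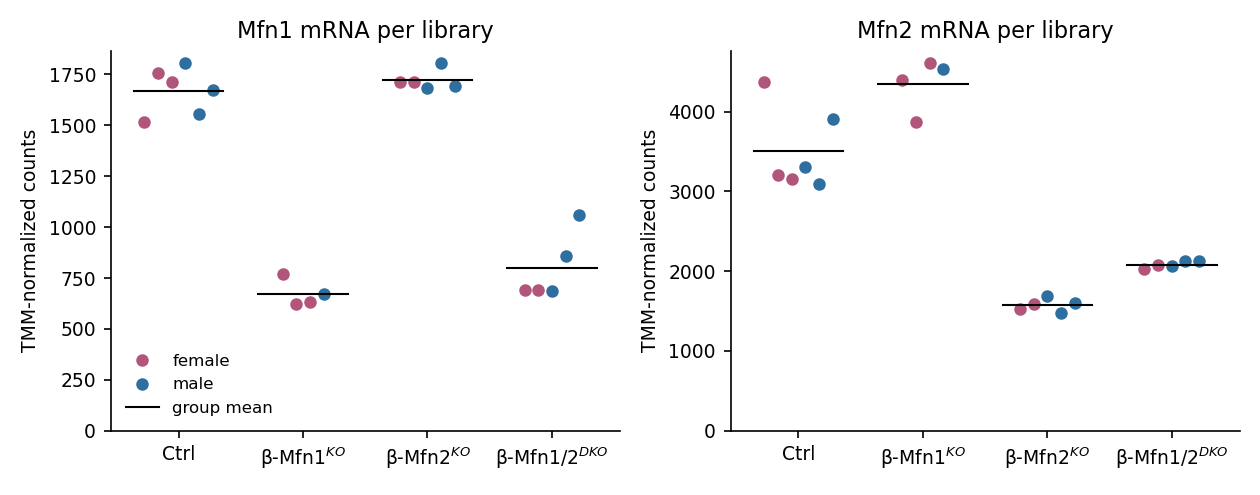
TMM-normalized counts of *Mfn1* and *Mfn2* in each library, with *Mfn2* means of 3505 in Ctrl and 2084 in β-Mfn1/2 DKO.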

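Between β-Mfn1/2 DKO and Ctrl, 1491 genes were called (928 higher, 563 lower) with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. At the thresholds of Fig. 5c, an adjusted p under 0.01 and a log2 fold change over 0.6 either way, there were 878. With the replicate block these were 1548 (998 higher, 550 lower) and 1065, and 1215 of the 1491 were called in both fits. DESeq2 gave 1573 and shared 1290 with the 1491. The alternative that moved the count most, apart from dropping the fold-change threshold (4710), was depth class as a covariate, chosen after the data were seen, with 481. Drawing all libraries down to the smallest total, also chosen then, gave 1236, of which 1088 were among the 1491. Total-count scaling raised the higher share of the calls from 62.2 to 79.6%. Against the β-Mfn2 KO libraries of like depth, 97.0% of the calls had the same direction and 39.8% also an adjusted p under 0.05. *Slc2a2* (ENSMUSG00000027690, GRCm38 chromosome 3, 28697903–28731359) fell from 20765 ± 2801 normalized counts in Ctrl (SD, n = 6) to 6860.3 ± 1518 in β-Mfn1/2 DKO (SD, n = 5). Its log2 fold change was −1.60 (SE 0.15, adjusted p = 1.9e-07, with the block −1.66, 5.9e-08) and stayed between −1.64 and −1.48 with any 1 library left out. *Mafa* (ENSMUSG00000047591, chromosome 15, 75745490–75748228) went from 48755 ± 5434 to 19620.1 ± 6390, a log2 fold change of −1.31 (SE 0.17, adjusted p = 1.2e-05, block −1.42, 4.9e-07). Of the 22 islet signature genes of Fig. 5e, 13 had an adjusted p under 0.05 (12 lower, 1 higher), and 5 of them were called. Adjusted over the 22 alone there were also 13, and with the block 14. *Ins2* had −1.09 (adjusted p = 4.5e-06), *Nkx6-1* −0.66 (7.5e-05) and *Pdx1* −0.63 (0.00011). *Gcg* (0.42, adjusted p = 0.19), *Sst* (−0.36, 0.16, with the replicate block −0.44, 0.0015) and *Glp1r* (−0.15, 0.42) were among the others. With depth class as a covariate 3 of the 22 had an adjusted p under 0.05.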

The nearly 1000 significantly dysregulated genes in β-Mfn1/2^DKO^ islets included downregulation of mitochondrial encoded transcripts, as well as key β-cell signature genes such as *Slc2a2* (Glut2) and *MafA* (Fig. 5c and e). 

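*Angptl4* (ENSMUSG00000002289, GRCm38 chromosome 17, 33773750–33781830) had 16.5 ± 14.8 normalized counts in Ctrl (SD, n = 6) and 78.7 ± 31.2 in β-Mfn1/2 DKO (SD, n = 5). The log2 fold change was 2.28 (SE 0.57, adjusted p = 0.0074) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2.84 (adjusted p = 0.00014) with the replicate block. *Angptl8* (ENSMUSG00000047822, chromosome 9, 21835510–21837347) went from 30.2 ± 13.3 to 108.8 ± 23.6, a log2 fold change of 1.82 (SE 0.31, adjusted p = 0.00019, block 1.72, 0.00010). This gene lies within *Dock6*, which had a mean of 1388 counts, so reads of *Dock6* may count for it and its value is uncertain. *Nrf1* (ENSMUSG00000058440, chromosome 6, 30047988–30153458) had 1785 ± 216 and 3409 ± 482, a log2 fold change of 0.93 (SE 0.10, adjusted p = 1.8e-06, block 0.96, 5.5e-07). In β-Mfn2 KO its log2 fold change was 0.08 (adjusted p = 0.96). Of the 8 biogenesis genes of Fig. 5e, 2 had an adjusted p under 0.05, *Nrf1* and *Pparg* (0.70, 0.00030), the same number with the block and when adjusted over the 8 alone. Total-count scaling gave 4, and depth class as a covariate, chosen after the data were seen, gave 1.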

We also observed increases in expression of regulators of triglyceride metabolism, including *Angptl4* and *Angptl8*^27^, the glycolytic/gluconeogenic enzyme *AldoB*, which is highly upregulated in models of β-cell mitochondrial dysfunction and in T2D islets^28,29^, as well as *Nrf1*, a key regulator of mitochondrial biogenesis (Figs. 5c, e, and S4d^30^). To resolve additional mitochondrial specific effectors that were differentially regulated following the loss of Mfn1 and 2, we next overlaid our RNAseq data on MitoCarta 2.0^31^, which contains a compendium of targets with strong evidence for localization to the mitochondria (Fig. 5d). This revealed increased expression of several genes related to mtDNA replication machinery or associated with the mitochondrial nucleoid (Fig. 5d, e), including the critical mtDNA topoisomerase *Top1mt*^32^, the mitochondrial co-chaperone *Dnaja3*/*Tid1*, which maintains mtDNA integrity^33^, and the mitochondrial pyrimidine transporter *Slc25a33*, which is essential for mtDNA replication^34^. 

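*Top1mt* (ENSMUSG00000000934, GRCm38 chromosome 15, 75657035–75678800) had 81.5 ± 16.8 normalized counts in Ctrl (SD, n = 6) and 168 ± 42.8 in β-Mfn1/2 DKO (SD, n = 5). Its log2 fold change was 1.04 (SE 0.22, adjusted p = 0.0018) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with adjusted p = 0.00080 under the replicate block. With any 1 library left out it stayed between 0.89 and 1.14. *Dnaja3* (ENSMUSG00000004069, chromosome 16, 4639989–4707695) went from 3454 ± 296 to 5452 ± 583, a log2 fold change of 0.66 (SE 0.08, adjusted p = 3.0e-06, block 0.68, 1.4e-06). Its span overlaps *Coro7* and *Vasn*, which had 46.6 and 13.9% as many counts, so its value is less certain. *Slc25a33* (ENSMUSG00000028982, chromosome 4, 149744036–149774277) went from 132.6 ± 11.2 to 388.5 ± 60.4, a log2 fold change of 1.55 (SE 0.13, adjusted p = 5.6e-08, block 1.58, 1.2e-07).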

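*Lonp1* (ENSMUSG00000041168, GRCm38 chromosome 17, 56614297–56626887) had 9825 ± 1464 normalized counts in Ctrl (SD, n = 6) and 20856 ± 1785 in β-Mfn1/2 DKO (SD, n = 5). The single knockouts had 9681 ± 1014 (β-Mfn1 KO, SD, n = 4) and 10409.5 ± 2191 (β-Mfn2 KO, SD, n = 5). The log2 fold change of β-Mfn1/2 DKO against Ctrl was 1.09 (SE 0.12, adjusted p = 1.1e-06) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1.15 (4.9e-07) with the replicate block. Against β-Mfn2 KO it was 1.00 (SE 0.12, adjusted p = 9.8e-06). Leaving out any 1 library kept the change from Ctrl between 1.04 and 1.15, and no other annotated gene overlaps it.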

We also observed upregulation in the mitochondrial AAA + protease *LonP1*, which interacts with and regulates the stability of numerous proteins at the mitochondrial nucleoid (Fig. 5d, e^35–37^). 

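Values are for β-Mfn1/2 DKO against Ctrl, with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. *Opa1* had a log2 fold change of −0.01 (adjusted p = 0.95), *Dnm1l* −0.01 (0.96), *Fis1* −0.14 (0.15) and *Mff* 0.16 (0.035, and 0.083 with the replicate block). The gene list of Fig. S4d was not used here, and own lists were counted. Of 10 further dynamics genes, 4 had an adjusted p under 0.05 (*Gdap1*, *March5*, *Mief1* and *Yme1l1*), between −0.36 and 0.30, with and without the block, and 0 passed the fold-change threshold. Of 11 genes of mtRNA transcription, 0 had an adjusted p under 0.05 (2 at an unadjusted p under 0.05, 1 with the block). Of 7 sirtuins, 1 did (*Sirt5*, 0.33, adjusted p = 0.017, block 0.047). Over the 54 genes of the transcription, repair, sirtuin and mitophagy lists, 11 had an adjusted p under 0.05 (14 with the block, 12 when adjusted over the 54 alone) and 24 an unadjusted one. In both fits 0 of the 54 passed the fold-change threshold; total-count scaling gave 3, and depth class as a covariate, chosen after the data were seen, gave 1.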

Importantly, we did not observe changes in expression of other fission/fusion genes or regulators of mtRNA transcription, mtDNA repair, sirtuins, or mitophagy (Fig. S4d). 

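The authors read the expression data together as a signature in keeping with activated mtDNA replication, which potentially makes up for lost mtDNA. The counts behind this step are mRNA levels of whole islets and hold no measurement of replication itself. Of the 10 replication genes of Fig. 5e, 5 had an adjusted p under 0.05 in β-Mfn1/2 DKO against Ctrl by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 higher and 2 lower. Besides *Top1mt* and *Slc25a33* these were *Polg* (0.18, adjusted p = 0.025, with the replicate block 0.032), *Ssbp1* (−0.16, 0.048, block 0.082) and *Fen1* (−0.33, 0.028, block 0.010). *Fen1* overlaps *Tmem258*, which had more counts, so its value is uncertain. Of the 13 nucleoid genes 5 did, all higher: *Lonp1*, *Dnaja3*, *Atad3a* (0.40, 0.00076), *Phb2* (0.22, 0.0063) and *Dnajc11* (0.14, 0.018, block 0.055). Together these are 10 of 23, with 12 when adjusted over the 23 alone, 9 with the block, and 4 past the fold-change threshold. Over the alternatives the count ran from 4 to 14. Total-count scaling gave 14, while drawing all libraries down to the smallest total gave 5 and depth class as a covariate 4, these last chosen after the data were seen. Against β-Mfn2 KO, 7 of the 23 had an adjusted p under 0.05, *Twnk* (0.28, 0.0071) among them. A test of whether loss of *Mfn1* acts differently without *Mfn2* gave 4 of the 23, *Slc25a33* (1.03, 0.0036), *Lonp1* (1.02, 0.0013), *Dnaja3* (0.57, 0.0045) and *Twnk* (0.37, 0.027). *Twnk* overlaps *Mrpl43* on the opposite strand, which had 138% as many counts, so its values are uncertain.

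**Figure D4:**
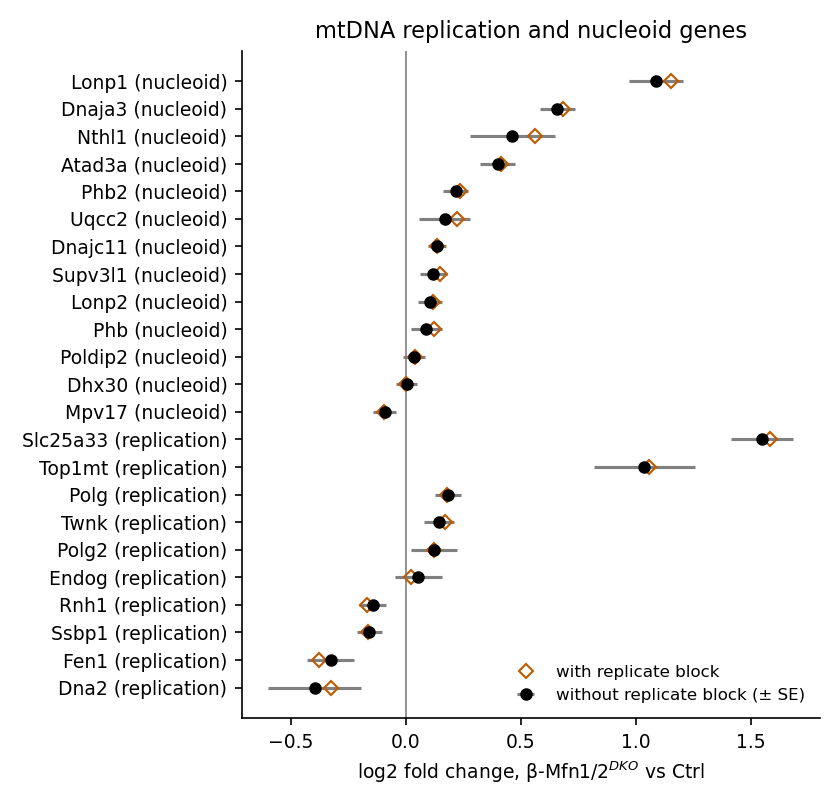
Log2 fold changes of the 23 mtDNA replication and nucleoid genes of Fig. 5e in β-Mfn1/2 DKO against Ctrl, with and without the replicate block. Of these, 10 had an adjusted p under 0.05 without the block.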

Taken together, these data indicate that Mfn1/2-deficiency induced a transcriptional signature consistent with an activation of mtDNA replication to potentially compensate for β-cell mtDNA depletion.

### Mfn1 and 2 act through Tfam to regulate β-cell mtDNA copy number

The mechanisms underlying regulation of mtDNA by mitochondrial fusion have been controversial, and previous studies implicate several pathways that could reduce mtDNA content, including genome instability/increased mtDNA mutations, enhanced mitophagy, defects in mitochondria-associated ER membrane (MAM) function, or impaired mtDNA replication^17,19,38–41^. As our studies were completed in young mice, which bear infrequent mtDNA mutations^42^, and we did not observe differences in expression of mtDNA repair enzymes (Fig. S4d), we focused on assessments of mitophagy and mtDNA replication to better resolve the significant reduction of mtDNA observed in β-Mfn1/2^DKO^ islets. 

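Of 12 mtDNA repair genes in an own list, 0 passed the fold-change threshold of 1.5 in β-Mfn1/2 DKO against Ctrl. At an adjusted p under 0.05 alone, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, there were 5, all higher. These were *Mgme1* (log2 fold change 0.51, adjusted p = 0.00013, with the replicate block 0.00026), *Apex1* (0.40, 0.0055), *Neil2* (0.37, 0.0028), *Ogg1* (0.28, 0.038) and *Polb* (0.23, 0.0035). Adjusted over the 12 alone there were 8, and with the block 7.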

We first assessed rates of mitophagy following incubation of control and β-Mfn1/2^DKO^ islets with the cell permeable Mtphagy dye, which did not reveal differences in mitophagy between genotypes (Fig. S4e). 

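*Pink1* had a log2 fold change of 0.07 (adjusted p = 0.65), *Bnip3* −0.23 and *Bnip3l* 0.08 in β-Mfn1/2 DKO against Ctrl, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 24 mitophagy genes in an own list, 5 had an adjusted p under 0.05 and 0 passed the fold-change threshold. They were *Optn* (0.50, 6.0e-06), *Map1lc3a* (0.30, 0.028), *Ulk1* (0.25, 0.021), *Fundc1* (0.19, 0.048) and *Nbr1* (−0.38, 0.00035). With the replicate block there were 6, and 9 when adjusted over the 24 alone. The counts are mRNA of whole islets and hold no measure of autophagosomes.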

We also did not observe a difference in frequency of autophagosomes bearing mitochondria by TEM, or changes in essential genes in the mitophagy pathway between control and β-Mfn1/2^DKO^ islets (Figs. 2b, S2b and S4d). As an initial screen for MAM function, we measured MAM-dependent lipids, including cholesteryl esters and phospholipids^43,44^. However, we did not detect differences in total cholesterol, cholesteryl esters, or phosphatidylserine concentrations in isolated islets of control and β-Mfn1/2^DKO^ mice (Fig. S4f, g).

To assess regulators of β-cell mtDNA replication, we examined expression of the replisome proteins Ssbp1, Twinkle, and Polg. We also measured expression of Tfam, a master regulator of mtDNA copy number that promotes mitochondrial genome abundance via effects on mtDNA packaging, stability, and replication, and whose levels are proportional to mtDNA copy number^11,45–48^. While replisome proteins were largely unchanged, we observed a significant reduction in Tfam protein in β-Mfn1/2^DKO^ islets (Fig. 6a, b). 

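*Tfam* (ENSMUSG00000003923, GRCm38 chromosome 10, 71225464–71238280) had 1547 ± 94.6 normalized counts in Ctrl (SD, n = 6), 1615 ± 97.3 in β-Mfn1 KO (SD, n = 4), 1486 ± 106 in β-Mfn2 KO (SD, n = 5) and 1657 ± 47.1 in β-Mfn1/2 DKO (SD, n = 5). The log2 fold change of β-Mfn1/2 DKO against Ctrl was 0.10 (SE 0.05, adjusted p = 0.25) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.09 (adjusted p = 0.43) with the replicate block. It stayed between 0.08 and 0.13 with any 1 library left out. Total-count scaling gave 0.24 (adjusted p = 0.0040), and the authors' normalization factors in edgeR, chosen after the data were seen, gave −0.16 (adjusted p = 0.29).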

*Tfam* mRNA expression was unchanged in β-Mfn1/2^DKO^ mice (Fig. S4d), suggesting the reduction in Tfam protein occurred post-transcriptionally. We further observed a significant increase in the level of LonP1 protein, which has been shown to lead to Tfam protein turnover^49,50^. We additionally confirmed reductions in Tfam and increases in LonP1 protein in β-Mfn1^+/−^Mfn2^KO^ islets (Fig. S5), correlating with the mtDNA depletion, glucose intolerance, and impaired GSIS observed in these mice (Fig. 4c–e). In contrast, β-Mfn1^KO^Mfn2^+/−^ mice, which develop mitochondrial structural alterations without glucose intolerance or mtDNA depletion, did not exhibit changes in Tfam and LonP1 (Figs. S5 and 4c–e). These results suggest that changes in Tfam and LonP1 expression following Mfn1/2 deficiency were not due to increases in punctate mitochondria.

**Fig. 6:**
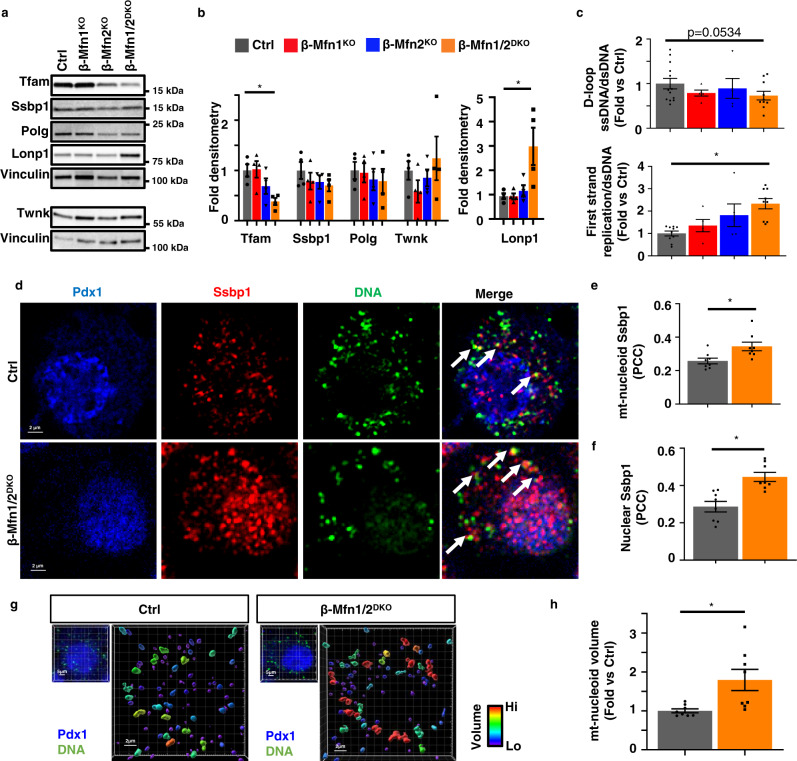
Mfn1 and 2 maintain expression of Tfam in β-cells. **a** Expression of Tfam, key replisome proteins, and LonP1 by Western blot (WB) in islets isolated from 11-week-old Ctrl, β-Mfn1^KO^, β-Mfn2^KO^ and β-Mfn1/2^DKO^ mice. Representative of four independent mice per group. **b** Densitometry (normalized to Vinculin) from studies in Fig. 6A. *n* = 4/group; Data are presented as mean ± SEM. *p = 0.03 for Tfam, *p* = 0.01 for Lonp1 by one-way ANOVA followed by Sidak’s post-hoc test for multiple comparisons. **c** Quantification of single strand mtDNA products measured by qPCR in isolated islets from 8-week-old Ctrl (*n* = 13), β-Mfn1^KO^ (*n* = 5), β-Mfn2^KO^ (*n* = 5), and β-Mfn1/2^DKO^ (*n* = 9) mice. Data are presented as mean ± SEM. *p = 0.0007 by one-way ANOVA followed by Sidak’s post-hoc test for multiple comparisons. **d** Deconvolution immunofluorescence image at 100× magnification of islets from Ctrl and β-Mfn1/2^DKO^ mice stained for Ssbp1 (red), mtDNA (green), and Pdx1 (blue). Representative of eight independent experiments. White arrows demarcate co-localized Ssbp1 + mtDNA + structures. **e** Quantification of mitochondrial nucleoid Ssbp1 localization (Ssbp1 + mtDNA + co-localization) in Ctrl and β-Mfn1/2^DKO^ β-cells from studies depicted in Fig. 6D by Pearson’s correlation coefficient (PCC). *n* = 8/group. Data are presented as mean ± SEM. *p = 0.0142 by two-tailed *t* test. (∼100 β-cells from each animal per group were analyzed). **f** Quantification of nuclear Ssbp1 localization in Ctrl and β-Mfn1/2^DKO^ β-cells from studies depicted in Fig. 6D by Pearson’s correlation coefficient (PCC). *n* = 8/group. Data are presented as mean ± SEM. *p = 0.0008 by two-tailed *t*-test. (~100 β-cells from each animal per group were analyzed). **g** Imaris^®^ generated 3D reconstruction of deconvolution immunofluorescence Z-stack images at 100× magnification stained for DNA of β-cells (see inset image – Pdx1, blue, DNA, green) from Ctrl and β-Mfn1/2^DKO^ mice. Colors represent relative mitochondrial volume. Representative image of eight independent mice/group. **h** Quantification of relative nucleoid volume of Ctrl and β-Mfn1/2^DKO^ β-cells from studies depicted in Fig. 6g. *n* = 8/group. Data are presented as mean ± SEM. *p = 0.0127 by two-tailed t-test. (~100 β-cells from each animal per group were analyzed). Uncropped western blots and source data are provided as a Source Data file.

To test for defects in mtDNA replication, we next assessed initiation of first strand replication. First strand synthesis in mitochondrial replication begins in the D-loop. However, a single stranded (ss) molecule that forms the classic D-loop structure called 7S, which is a non-replicative structure, shares this sequence. It is the elongation of the 7S sequence into the nearby region (Cytb) that demonstrates committed initiation of replication. Here we assessed the levels of ss and dsDNA at specific sequences by quantitative PCR to overcome expected sample limitations from studies with mouse pancreatic islets. Notably, import of nascent Tfam has been shown to increase the generation of 7S DNA due to its transcription initiation activity^51^. We found a trend toward reduced total ss 7S sequences normalized to ds mtDNA in β-Mfn1/2^DKO^ islets (Fig. 6c). However, the rate of 7S sequence extension into committed first strand replication was increased in β-Mfn1/2^DKO^ islets (Fig. 6c), which could represent a compensatory response to mtDNA depletion.

Increased first strand replication intermediates heighten the levels of displaced second strand template, which is bound by the single strand binding protein Ssbp1^52^. Consistent with ss qPCR studies, in situ levels of Ssbp1 at the mtDNA nucleoid (detected by perinuclear anti-DNA antibody staining), were significantly elevated in Mfn1/2-deficient β-cells (Fig. 6d, e). The increase in Ssbp1 localization to mitochondrial nucleoids could represent binding to a higher quantity of single-stranded mtDNA replication intermediates and could also be consistent with observations of impaired completion of mtDNA replication previously reported following Mfn1/2-deficiency^19,53^. We also observed Ssbp1 nuclear localization (Fig. 6d and f), which has been previously demonstrated following mitochondrial stress^54^. Further, we detected an increase in the volume of mtDNA nucleoid structures in Mfn1/2-deficient β-cells by high-resolution 3D imaging (Fig. 6g, h), which are similar to previous reports of Tfam-deficiency but could also represent impaired nucleoid distribution^19,55,56^. Taken together, our observations of reduced mtDNA content, mtRNA levels, as well as changes in single-stranded mtDNA products, Ssbp1 localization, and nucleoid size following Mfn1/2-deficiency suggest a role for Tfam in mediating the effects of Mfn1/2 in β-cell function.

To test whether increasing mtDNA copy number was sufficient to improve β-cell function in fusion-deficient islets, we overexpressed Tfam in β-Mfn1/2^DKO^ and littermate control islets. We transduced intact islets using adenoviral vectors encoding the human form of TFAM, thus allowing us to track overexpression of TFAM using human-specific TFAM anti-sera (Figs. 7a, b and S6a). Transduction efficiency in β-cells was estimated at ~40–50% (Fig. S6a). Despite limitations in transduction efficiency and expression, TFAM overexpression significantly ameliorated the reductions in both GSIS and mtDNA copy number in β-Mfn1/2^DKO^ islets (Figs. 7c, d and S6b). Therefore, Mfn1 and 2 direct β-cell function, at least in part, through the regulation of Tfam-mediated mtDNA copy number control.

**Fig. 7:**
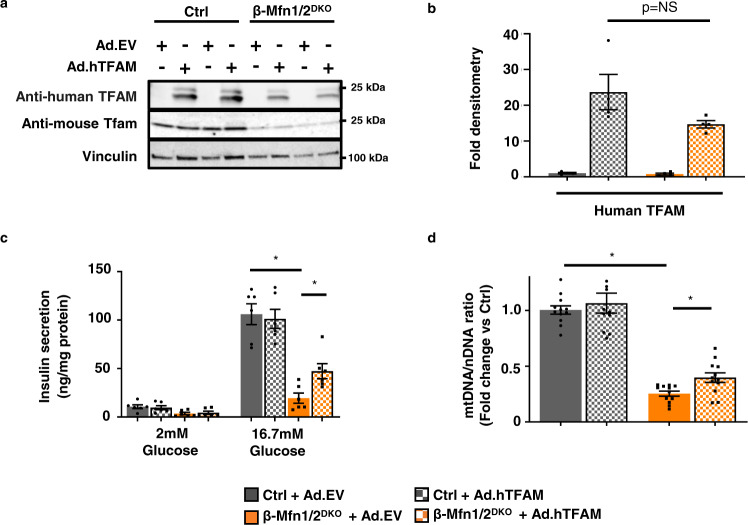
Mfn1 and 2 maintain β-cell function through Tfam-mediated mtDNA copy number control. **a** Expression of mouse-specific Tfam and human-specific TFAM by WB in islets isolated from 10 to 15-week-old Ctrl and β-Mfn1/2^DKO^ mice, transduced with empty vector control (Ad.EV) or human TFAM-overexpressing (Ad.hTFAM) adenoviral particles. Representative of four independent mice/group. **b** Densitometry (normalized to cyclophilin B) from studies in Fig. 7A. *n* = 4/group; Data are presented as mean ± SEM. *p* = NS (non-significant) by two-tailed *t* test. **c** Glucose-stimulated insulin secretion following static incubations in 2 mM and 16.7 mM glucose, performed in isolated Ctrl and β-Mfn1/2^DKO^ islets following transduction with Ad.EV or Ad.hTFAM adenoviral particles. *n* = 6/group. Data are presented as mean ± SEM. *p < 0.0005 for Ctrl + Ad.EV vs β-Mfn1/2^DKO^ + Ad.EV, *p* = 0.0148 for β-Mfn1/2^DKO^ + Ad.EV vs β-Mfn1/2^DKO^ + Ad.hTFAM by one-way ANOVA followed by Tukey’s post-hoc test for multiple comparisons. **d** Relative mtDNA content measured by qPCR (normalized to nuclear DNA expression) from isolated Ctrl and β-Mfn1/2^DKO^ islets following transduction with Ad.EV or Ad.hTFAM adenoviral particles. *n* = 12/group. Data are presented as mean ± SEM. *p < 0.0005 for Ctrl + Ad.EV vs β-Mfn1/2^DKO^ + Ad.EV, *p* = 0.007 for β-Mfn1/2^DKO^ + Ad.EV vs β-Mfn1/2^DKO^ + Ad.hTFAM by two-tailed *t* test. Uncropped western blots and source data are provided as a Source Data file.

### Mitofusin agonists restore mtDNA content independent of changes in mitochondrial structure

We next asked if pharmacologically targeting mitofusins could restore mtDNA levels in models of mitofusin deficiency independent of changes in mitochondrial structure. To this end, we employed recently described tandem pharmacological agonists, (2-{2-[(5-cyclopropyl-4-phenyl-4H-1,2,4-triazol-3-yl)sulfanyl]propanamido}−4H,5H,6H-cyclopenta[b]thiophene-3-carboxamide and 1-[2-(benzylsulf-anyl)ethyl]-3-(2-methylcyclohexyl)urea (hereafter called Mfn agonists), which together have been previously shown to improve mitochondrial morphology in either Mfn1- or Mfn2-deficient fibroblasts^57^. These agonists require some residual mitofusin levels to be effective^57^. Thus, we initially treated control and β-Mfn2^KO^ islets, which exhibit reduced mtDNA content without changes in mitochondrial structure (Figs. 3a, 2b, c, and e). To avoid systemic effects of modifying mitochondrial fission/fusion balance in other metabolic tissues^1^, we utilized Mfn agonists on isolated islets. Interestingly, Mfn agonists restored mtDNA content to baseline in β-Mfn2^KO^ islets without affecting mitochondrial morphology or inducing transcriptional regulators of mitochondrial biogenesis (Figs. 8a and S7a, b). As anticipated, Mfn agonists were ineffective in the setting of combined absence of Mfn1 and 2 and were unable to rescue reductions in mtDNA content or Tfam protein in β-Mfn1/2^DKO^ islets (Fig. S7c, d).

**Fig. 8:**
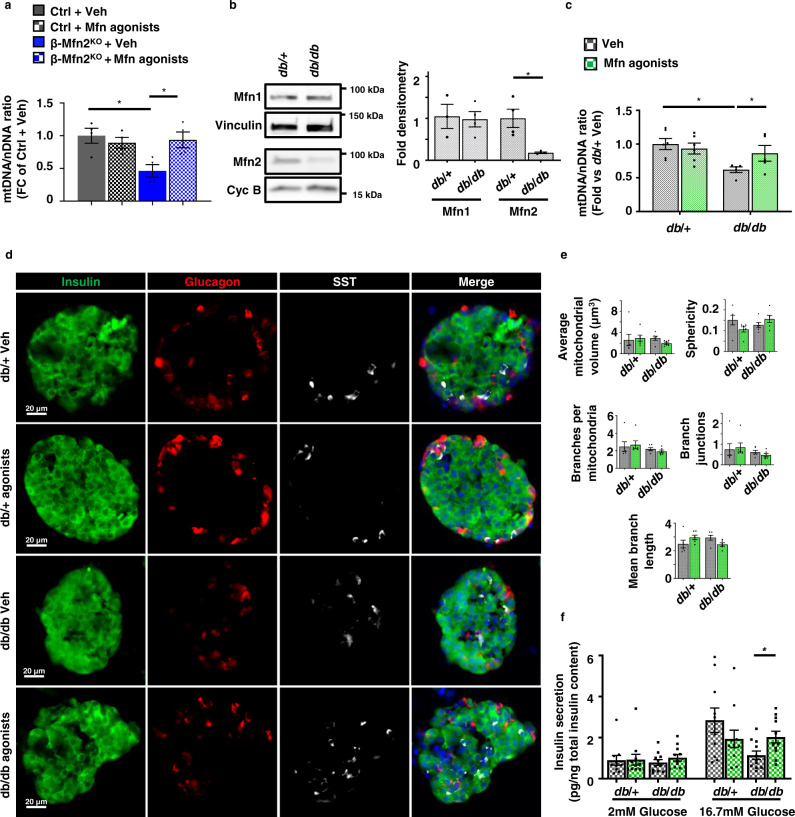
Mitofusin agonists restore mtDNA depletion following Mfn2 deficiency independent of changes in mitochondrial structure. **a** Relative mtDNA content measured by qPCR (normalized to nuclear DNA expression) from isolated islets of Ctrl and β-Mfn2^KO^ mice following treatment with vehicle (Veh) or 0.5 µM Mfn agonists for 24 h. *n* = 4/group. Data are presented as mean ± SEM. *p = 0.0138 for Ctrl + Veh vs β-Mfn2KO + Veh, *p* = 0.0302 for β-Mfn2^KO^ + Veh vs β-Mfn2^KO^ + Mfn agonists by one-way ANOVA followed by Sidak’s post-hoc test for multiple comparisons. **b** Expression of Mfn1 and Mfn2 by WB in islets isolated from 10 to 12-week-old *db*/ + and *db*/*db* mice. Vinculin and cyclophilin B serve as loading controls. Representative image (left) of three independent mice/group for Mfn1 and four independent mice/group for Mfn2. Mfn1 (*n* = 3) and Mfn2 (*n* = 4) densitometry, normalized to vinculin or cyclophilin B (right). Data are presented as mean ± SEM. *p = 0.0095 by two-tailed *t* test. **c** Relative mtDNA content measured by qPCR (normalized to nuclear DNA expression) from isolated islets of 10–12-week-old *db*/ + (*n* = 6) and *db*/*db* (*n* = 5) mice following treatment with vehicle (Veh) or 0.5 µM mitofusin agonists for 24 h. Data are presented as mean ± SEM. *p = 0.0038 for *db*/ + + Veh vs *db*/*db* + Veh, *p* = 0.0428 for *db*/*db* + Veh vs *db*/*db* + Mfn agonists by two-tailed *t* test. **d** Immunofluorescence images at 20× magnification of islets from 10 to 12-week-old *db*/ + and *db*/*db* mice stained for Insulin (green), Glucagon (red), Somatostatin (SST; white), and DAPI (blue) following treatment with vehicle (Veh) or 0.5 µM mitofusin agonists for 24 h. *n* = 3/group. **e** β-cell mitochondrial morphology and network analysis by MitoAnalyzer of deconvolution immunofluorescence Z-stack images, stained for SDHA (and insulin), from pancreatic islets of 10–12-week-old *db*/ + and *db*/*db* mice following treatment with vehicle (Veh) or 0.5 µM mitofusin agonists for 24 h. *n* = 6/group (∼150–200 β-cells/animal were quantified). Data are presented as mean ± SEM. **f** Glucose-stimulated insulin secretion following static incubations in 2 mM and 16.7 mM glucose, performed in isolated islets of 10–12-week-old *db*/ + and *db*/*db* mice following treatment with vehicle (Veh) or 0.5 µM mitofusin agonists for 24 h. *n* = 11/group. Data are presented as mean ± SEM. *p = 0.0092 by two-tailed *t* test. Uncropped western blots and source data are provided as a Source Data file.

We next evaluated the effects of Mfn agonists in other models of mitofusin deficiency, as Mfn2 expression is reduced in several models of β-cell dysfunction^9,10^. We assessed the expression of Mfn1 and 2 in islets isolated from the leptin receptor deficient *db*/*db* BKS mouse model, which develops obesity, progressive β-cell mitochondrial and insulin secretory dysfunction, and eventual β-cell failure^58–62^. We observed that Mfn2, but not Mfn1, protein levels were reduced in islets of 10–12-week-old *db*/*db* mice when compared to *db*/ + controls (Fig. 8b), measured at an age prior to β-cell failure^58,59^. Similar to observations in β-Mfn2^KO^ islets, *db*/*db* islets exhibited reduced mtDNA content without alterations in mitochondrial structure (Fig. 8c and e). Concordantly, treatment with Mfn agonists rescued mtDNA levels in *db*/*db* islets, while leaving mitochondrial structure and islet architecture unchanged (Fig. 8c–e). We also observed that Mfn agonists improved GSIS in the islets of *db*/*db* mice (Fig. 8f). Taken together, these results indicate that Mfn agonists restore mtDNA content and improve GSIS independent of changes in mitochondrial structure. Moreover, these results extend the association between mitofusin deficiency, mtDNA depletion, and impaired GSIS in β-cells.

## Discussion

Here, we identify that Mfn1 and 2 promote mitochondrial fitness to fuel glucose-stimulated insulin release in pancreatic β-cells and maintain glucose homeostasis. Mfn1 or Mfn2 are individually dispensable for β-cell function, but together coordinately control mitochondrial respiration, structure, and mtDNA content. Mfn1 and 2 were thought to regulate cellular metabolism principally through the control of mitochondrial architecture. Our single allele mouse models directly demonstrate that Mfn1/2-deficiency is coupled to glucose intolerance through mtDNA loss rather than mitochondrial structure. Further, we observe that increased mtDNA copy number following Tfam overexpression is capable of ameliorating impaired GSIS in fusion-deficient β-cells. Thus, our studies position the maintenance of mtDNA content as the principal task necessary for Mfn1 and 2 to regulate β-cell function.

Our description of a central role for Mfn1 and 2 in β-cells through mtDNA content rather than mitochondrial structure elucidates a previously unappreciated role for mitochondrial fusion on cellular metabolic function. Mfn1 and 2 act in a complementary manner to support mitochondrial metabolism from development to adulthood. Both germline and cardiomyocyte-specific deletion of Mfn1 and 2 are associated with developmental or early postnatal demise^16,18^, presumed to be primarily caused by defects in mitochondrial network dynamics. Later descriptions of reduced mtDNA levels in constitutive or inducible loss of Mfn1/2 in skeletal muscle did not discern the physiologic importance of mtDNA depletion versus structure following fusion-deficiency^15,17^. Our results clarify a primary physiologic impact of mtDNA depletion rather than mitochondrial structure following Mfn1/2 deficiency in β-cells that may also underlie the physiologic importance of Mfn1 and 2 in other metabolic tissues. To our knowledge, this is the first time that these functions of Mfn1/2 have been separated in a physiological context.

We observe that β-Mfn1/2^DKO^ islets attempt unsuccessfully to compensate for mtDNA depletion. Our analyses of first strand replication suggest that Mfn1/2-deficient β-cells increase the activation of early steps in mtDNA replication, which is supported by increased Ssbp1 localization to nucleoids to potentially bind newly formed ss-mtDNA. Despite these changes, mtDNA content remains low in Mfn1/2-deficient β-cells, suggesting that the increased commitment to replication is insufficient. Indeed, increased nucleoid Ssbp1 may be engaged in binding abnormal single-stranded replication products due to fusion and replication defects^19,53^. 

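In islets, *Top1mt* mRNA was also compared between β-Mfn1/2 DKO and β-Mfn2 KO, which had 98.1 ± 7.24 normalized counts (SD, n = 5). The log2 fold change was 0.77 (SE 0.22, adjusted p = 0.023) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.76 (adjusted p = 0.0095) with the replicate block. Its adjusted p ran from 0.0034 with DESeq2 to 0.20 with depth class as a covariate, an alternative chosen after the data were seen (log2 fold change 0.69).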

The increased expression of *Top1mt* found in Mfn1/2-deficient β-cells (Fig. 5e) could also represent a response to increased mitochondrial replication stress^63^.

Loss of Mfn1/2 in β-cells leads to severe hyperglycemia, reduced GSIS, and mtDNA depletion, which bears similarity to a previous report of selective Tfam deficiency in β-cells^25^. Notably, previously described β-cell specific Tfam knockout mice developed progressive loss of β-cell mass with age^25^. We found that β-cell mass was unchanged in young β-Mfn1/2^DKO^ mice, but it is possible that they would similarly develop glucotoxicity and an age-related loss of β-cell mass over time. Alternatively, complete depletion of mtDNA, which occurs in the setting of Tfam-deficiency but does not occur in β-Mfn1/2^DKO^ mice, might be required for loss of β-cell mass. Furthermore, the transgenic *RIP2*-Cre used in the β-cell Tfam knockout model (in contrast to the highly specific *Ins1*-Cre knockin strain we used in β-Mfn1/2^DKO^ mice) is known to result in off-target recombination^25,64^, which may in part underlie phenotypic differences between the models. In future experiments, it will be intriguing to examine Tfam and Mfn1/2-deficient mice generated using the same Cre-recombinase strains to determine the contribution of Tfam-dependent and independent functions on Mfn1/2 in β-cell health and function.

A related concern in the Mfn1/2-deficiency models is the use of a constitutive Cre strain, which may yield phenotypic defects due to recombination during β-cell development. However, an independent group found that mice with inducible Mfn1/2-deficiency only in adult β-cells developed a highly similar phenotype to constitutive β-Mfn1/2^DKO^ mice^65^, suggesting that developmental defects are unlikely to be a major contributor to the phenotype we observe.

While our data suggest that Tfam mediates the effects of Mfn1/2 on mtDNA content and GSIS in β-cells, the mechanisms for post-transcriptional loss of Tfam in β-Mfn1/2^DKO^ islets are unclear. Loss of Tfam may be due to increased LonP1 expression, which is known to degrade Tfam^49,50^. Further support for a role for LonP1 as a contributor to cellular dysfunction include studies demonstrating reduction of nuclear-encoded subunits of Complex I and III following increases in LonP1 expression^66–68^, an effect we also observe following Mfn1/2-deficiency (Fig. 3d). Mfn1/2-deficiency has also been linked to reductions in nuclear-encoded Complex I and III subunits via instability in respiratory supercomplexes, which have been observed following LonP1 overexpression^15,66–68^. However, the function and transcriptional regulation of *LonP1* in β-cells are unknown and require future study.

Mfn2 is frequently observed at MAMs^69,70^. MAMs are essential for communication and Ca^2+^ transfer between the ER and mitochondria, are important for β-cell function and GSIS, and have been suggested to regulate mtDNA replication^39–41,71–73^. Thus, alterations in MAMs in β-Mfn1/2^DKO^ islets could lead to impaired mtDNA replication. Our initial functional assessments of MAMs by measurement of MAM-dependent lipids did not reveal differences between control and β-Mfn1/2^DKO^ islets (Fig. S4f, g). We also did not observe ER dilation or overt changes in mitochondrial-ER proximity upon analysis of transmission EM in β-Mfn1/2^DKO^ islets (Figs. 2b and S2b). Additionally, a recent report found that inducible loss of Mfn1/2 in adult β-cells did not alter MAM-dependent ER calcium release^65^. Despite these findings, our results do not exclude the potential that impaired MAM function at β-cell mtDNA nucleoids contributes to the impairments in mtDNA replication and content we observe. Indeed, our results demonstrating the importance for a single allele of *Mfn2* over *Mfn1* in the maintenance of glycemic control and mtDNA content could suggest a role for Mfn2-dependent MAM function in β-cell health and function, as Mfn1 is not found at MAMs. Alternatively, the regulation of MAMs by Mfn2, as well as the MAM-dependent role of Mfn2 in mtDNA replication, remains controversial^74,75^. Recent work also implicates mitochondrial fusion as necessary to maintain the stoichiometry of the protein components within the mtDNA replisome^19^. Future studies will be valuable to dissect the molecular details underlying the connections between mitochondrial fusion, MAMs, and control of β-cell mtDNA replication.

Mitochondrial structural defects and age-related mtDNA depletion combine to impair β-cell function to increase T2D risk^6,7,76–78^, thus, improving mitochondrial function would have significant translational benefits to restore β-cell health in diabetes. Our studies demonstrate the feasibility of targeting mtDNA copy number to improve GSIS in the setting of mitofusin deficiency. While our results in *db*/*db* islets are promising, loss of the leptin receptor could lead to mitochondrial defects that are particularly amenable to improvement by Mfn agonists. Thus, it will be intriguing to determine if Mfn agonists can also reverse β-cell dysfunction in diet-induced models of obesity in vivo. Further, recently identified compounds targeting pyrimidine metabolism to induce *Mfn1/2* transcription^79^ will be of interest to determine if they can improve β-cell function and mtDNA content. Our observation of the upregulation of mitochondrial pyrimidine transporter *Slc25a33* in β-Mfn1/2^DKO^ islets is consistent with links between pyrimidine metabolism and mitochondrial fusion, which suggest these compounds could hold promise to enhance β-cell mitochondrial function. 

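*Slc25a33* had 154.6 ± 16.9 normalized counts in β-Mfn2 KO islets (SD, n = 5). From β-Mfn2 KO to β-Mfn1/2 DKO its log2 fold change was 1.33 (SE 0.14, adjusted p = 1.2e-06, with the replicate block 1.33, 1.2e-06) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.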

As expression of MFN1 and MFN2 is reduced in cardiomyocytes and skeletal muscle of patients with diabetes, respectively^80–82^, activators of Mfn1/2 may have additional benefits beyond improving β-cell function. Future studies will be required to fully characterize the efficacy of overcoming mitochondrial defects in vivo to treat diabetes.

## Methods

### Animals

*Mfn1*^loxP/loxP^ and *Mfn2*^loxP/loxP^ mice possessing loxP sites flanking exon 4 of the *Mfn1* gene and exon 6 of the *Mfn2* gene, respectively, were purchased from Jackson Laboratories^13^. *Mfn1*^loxP^ and *Mfn2*^loxP^ mice were mated to *Ins1*-Cre^83^ to generate experimental groups. *Ins1*-Cre–alone, *Mfn1*^loxP/loxP^ and *Mfn2*^loxP/loxP^ mice were phenotypically indistinguishable from each other and combined as controls (Ctrl; see Fig. S1b, c). *Ins1*-Cre–alone were also phenotypically indistinguishable from wild-type C57BL/6N controls, consistent with previous reports from our group and others^21,83^. All animals were maintained on the C57BL/6 N background. *db*/ + and *db*/*db* mice, maintained on the BKS background, were purchased from Jackson Laboratories. Animals were housed on a standard 12-h light/12-h dark cycle at room temperature and 30–70% humidity, with ad libitum access to food and water. All mice were fed PicoLab® Laboratory Rodent Diet 5L0D (LabDiet) containing 28% protein, 13% fat, and 57% carbohydrates. All studies and endpoints in all figures were completed using both male and female mice, and results from both sexes were combined in all experimental groups. Animal studies were approved by the University of Michigan Institutional Animal Care and Use Committee.

### Mitochondrial respirometry

Islet respirometry was measured using an XF96 extracellular flux analyzer (Seahorse Bioscience) according to manufacturer’s instructions. Briefly, 20 similarly sized islets were plated per well of a Seahorse spheroid plate pre-treated with CellTak (Corning)^84^. Prior to respirometry profiling, islets were incubated for 1 h in an atmospheric CO_2_ incubator at 37 °C and supplemented with mouse islet culture media^85,86^ comprised of pH 7.4 unbuffered RPMI-1640 media (Seahorse Bioscience) and 2 mM glucose prior to flux analyzer assays. Analysis was performed at baseline, upon exposure to 20 mM glucose, and again after treatment with 2 µM antimycin A. OCR measurements were normalized to islet number confirmed by light microscopy (Zeiss Stemi 2000) after the completion of respirometry assays.

### Transmission electron microscopy

Mouse islets were pelleted, fixed in 3% glutaraldehyde and 3% paraformaldehyde in 0.1 M Cacodylate buffer (CB; pH 7.2) overnight at 4 °C. Islets were then washed with PBS and centrifuged at 2000 rpm for 2 mins. Pre-warmed 2% agarose solution was then carefully added to islet pellets, centrifuged and allowed to cool at 4 °C for 30 min^87^. Samples were then subjected to osmification in 1.5% K_4_Fe(CN)_6_ + 2% OsO_4_ in 0.1 CB for 1 h, dehydrated by serial washes in EtOH (30%, 50%, 70%, 80%, 90%, 95% and 100%) and embedded in Spurr’s resin by polymerization at 60 °C for 24 h. Polymerized resins were then sectioned at 90 nm thickness using a Leica EM UC7 ultramicrotome and imaged at 70 kV using a JEOL 1400 TEM equipped with an AMT CMOS imaging system. Mitochondrial structures (Aspect Ratio, Perimeter, Circularity) were analyzed and quantified by ImageJ. Form factor assessments were analyzed by ImageJ and quantified as described^22^.

### Imaging of islet and organelle morphology and subcellular localization analysis

Mitochondrial morphology and subcellular localization analyses were performed by immuno-staining using mouse pancreas tissue sections and dissociated islet cells^21^. Pancreatic tissue sections were fixed in 4% PFA overnight, embedded in paraffin, and sectioned. Following dewaxing and rehydration, antigen retrieval was performed with 10 mM citric acid (pH 6.0). Dissociated islet cells were fixed in 4% PFA for 15 min and centrifuged onto glass slides. Pancreatic sections and dissociated islets were then blocked using 5% donkey serum for 1 h at room temperature followed by immunostaining. Islet architecture was analyzed using isolated mouse islets fixed in 4% PFA overnight followed by a 20 min incubation with methylene-blue solution (Sigma) and OCT embedding. Cryo-sectioned islets were rinsed in 75% ethanol for 5 min to remove methylene blue, permeabilized with 0.2% Triton-X 100 for 15 min, blocked using 5% donkey serum for 1 h, and immunostained.

Images were captured with an IX81 microscope (Olympus) using an ORCA Flash4 CMOS digital camera (Hamamatsu). Immunostained pancreatic sections, cryo-sectioned and dispersed mouse islets were captured with Z-stack images and subjected to deconvolution (CellSens; Olympus). Mitochondrial morphology and nucleoids were visualized using 3D-renderings generated with Imaris® imaging software (Bitplane). Quantitative 3D assessments of mitochondrial morphology and network were performed on ImageJ using Mitochondria Analyzer plugin^22^. Co-localization analyses were performed on Z-stack images of immunostained dissociated islet cells using the Coloc2 plugin on ImageJ. Changes in relative nucleoid size were quantified from 3D deconvolution images of immuno-stained dissociated islet cells, detected by perinuclear anti-DNA antibody staining, using ImageJ.

### mtDNA content and replication assays

Relative mtDNA content by qPCR with SYBR-based detection (Universal SYBR Green Supermix; Biorad) was conducted following DNA isolation with the Blood/Tissue DNeasy kit (Qiagen) according to manufacturer’s protocols. Primer sequences: mt9/mt11 (5′- GAGCATCTTATCCACGCTTCC-3′ and 5′- GGTGGTACTCCCGCTGTAAA-3′) for mtDNA and *Ndufv1* (5′- CTTCCCCACTGGCCTCAAG-3′ and 5′- CCAAAACCCAGTGATCCAGC-3′) for nuclear DNA^88^. First strand mtDNA replication levels were measured by qPCR following digestion by Mnl I, which site specifically digest double stranded DNA^89^. Briefly, primers specific to 7 S mtDNA (5′-ACTCTTCTCTTCCATATGACTATCCC-3′ and 5′-GGCCCTGAAGTAAGAACCAGATGT-3′), whose amplicon contains a Mnl I site, were used to quantify relative single-stranded mtDNA forming the D-loop. Single-stranded DNA generated from the extension of 7S region was measured using primers specific to CYTB (5′-TGCATACGCCATTCTACGCTCA-3′ and 5′-GTGATTGGGCGGAATATTAGGCTTC-3′), which also contains an Mnl I site. Primers specific to COXI (5′-GCAGGAGCATCAGTAGACCTAACA-3′ and 5′-GCGGCTAGCACTGGTAGTGATAAT-3′), whose amplicon does not contain an Mnl I site, were used to quantify non-replicating double-stranded mtDNA. The ratio of 7S or CYTB amplicons to the COXI amplicon were then calculated after qPCR of Mnl I digested DNA to determine the relative amount of single stranded mtDNA at the D-loop strand or initiation of first strand replication, respectively.

### RNA sequencing, differential expression, and functional analysis

Sequencing was performed by the Advanced Genomics Core at University of Michigan Medical School. Total RNA was isolated, and DNase-treated using commercially available kits (Omega Biotek and Ambion, respectively). Libraries were constructed and subsequently subjected to 151 bp paired-end cycles on the NovaSeq-6000 platform (Illumina). FastQC (v0.11.8) was used to ensure the quality of data. Reads were mapped to the reference genome GRCm38 (ENSEMBL), using STAR (v2.6.1b) and assigned count estimates to genes with RSEM (v1.3.1). Alignment options followed ENCODE standards for RNA-seq. FastQC was used in an additional post-alignment step to ensure that only high-quality data were used for expression quantitation and differential expression. Data were pre-filtered to remove genes with 0 counts in all samples. Differential gene expression analysis was performed using DESeq2, using a negative binomial generalized linear model (thresholds: linear fold change >1.5 or <−1.5, Benjamini-Hochberg FDR (*P*_adj_) < 0.05). Plots were generated using variations of DESeq2 plotting functions and other packages with R version 3.3.3. Genes were annotated with NCBI Entrez GeneIDs and text descriptions. Functional analysis, including candidate pathways activated or inhibited in comparison(s) and GO-term enrichments, was performed using iPathway Guide (Advaita). The RNA sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE194204.

### Adenoviral transfection

Isolated mouse islets were distended with pre-warmed Accutase for 1 min at 37 °C followed by rapid inactivation with RPMI-1640 media (Thermo Fisher Scientific) supplemented with 10% Heat-inactivated FBS (Gemini Foundation), 1% Penicillin/Streptomycin (Thermo Fisher Scientific), 1% Antibiotic-Antimycotic (Thermo Fisher Scientific), 1 mM Sodium Pyruvate (Thermo Fisher Scientific) and 10 mM HEPES (Thermo Fisher Scientific)^90^. After two PBS washes, islets were resuspended in fresh RPMI media and transduced with 0.15 MOI of Ad.EV (expressing an empty vector) or Ad.hTFAM (expressing human-specific TFAM) for 48 h (viral particles purchased from Vector Biolabs). β-cell transduction was evaluated on dissociated islet cells by immunostaining with Pdx1 and human-specific TFAM anti-sera.

### Flow cytometry

Following isolation and culture, live mouse islets were exposed to 100 nM Mtphagy dye (Dojindo Molecular Technologies) for 3 h to assess time-dependent accumulation of mitochondria to acidic organelles by the relative fluorescence intensity of the dye per cell^91,92^. Islets were then dissociated into single cells by incubating with pre-warmed 0.25% trypsin for 3 min at room temperature, stained with DAPI (Thermo Fisher Scientific) and Fluozin-3 (Thermo Fisher Scientific), and resuspended in phenol red–free RPMI-1640 culture medium (Thermo Fisher Scientific) containing 11.1 mM glucose supplemented with 1% Penicillin/Streptomycin (Thermo Fisher Scientific), 1% Antibiotic-Antimycotic (Thermo Fisher Scientific), 1 mM Sodium Pyruvate (Thermo Fisher Scientific) and 10 mM HEPES (Thermo Fisher Scientific)^21^. Samples were analyzed on an LSR Fortessa flow cytometer (BD Biosciences). Single cells were gated using forward scatter and side scatter (FSC and SSC, respectively) plots, DAPI staining was used to exclude dead cells, and Fluozin-3 was used to identify β-cells^21,93^. Mtphagy measurements in β-cells were made using 488 nm excitation laser with a 710 nm emission filter and analyzed using FlowJo (Tree Star Inc.). A total of 5000 β-cells was quantified from each independent islet preparation. Gating strategies with representative plots are provided in Supplementary Fig. S8.

### Glucose and insulin measurements

All mice were fasted for 6 h prior to glucose and insulin measurements. For IPGTT or ITT, mice were injected intraperitoneally with 2 g/kg glucose or 0.75 U/kg regular human insulin (Novolin R; Novo Nordisk), respectively. Tail blood was collected for measurements of blood glucose. For in vivo insulin release measurements, tail blood was collected following glucose injection, centrifuged at 2000 rpm for 10 min at 4 °C and stored at −20 °C. Static insulin secretion assays on isolated islets were performed following 1 h incubations with 2 mM and 16.7 mM glucose in HEPES-supplemented KRB buffer containing 135 mM NaCl, 4.7 mM KCl, 1.2 mM KH_2_PO_4_, 5 mM NaHCO_3_, 1.2 mM MgSO_4_.7H_2_O, 1 mM CaCl_2_, 10 mM HEPES and 0.1% BSA (pH 7.4). Samples were analyzed for insulin release using Mouse Ultrasensitive Insulin ELISA (ALPCO) as per the manufacturer’s protocol.

### Islet isolation and cell culture

Mouse islets were isolated by collagenase (1 mg/ml) injection into the common bile duct followed by digestion at 37 °C, gradient centrifugation with histopaque (Sigma) and hand-picked. Islets were then cultured in RPMI-1640 media (Thermo Fisher Scientific) containing 11.1 mM glucose supplemented with 10% Heat-inactivated FBS (Gemini Foundation), 1% Penicillin/Streptomycin (Thermo Fisher Scientific), 1% Antibiotic-Antimycotic (Thermo Fisher Scientific), 1 mM Sodium Pyruvate (Thermo Fisher Scientific) and 10 mM HEPES (Thermo Fisher Scientific)^85,86^. Cell treatments included DMSO (Fisher) and antimycin A (Sigma). Mitofusin agonist treatment included an equimolar mixture of two previously described compounds (0.5 µM each^57^), which were administered for 24 h (2-{2-[(5-cyclopropyl-4-phenyl-4H-1,2,4-triazol-3-yl)sulfanyl]propanamido}-4H,5H,6H-cyclopenta[b]thiophene-3-carboxamide, CAS# 920868-45-7 and 1-[2-(benzylsulfanyl)ethyl]-3-(2-methylcyclohexyl)urea, CAS# 1007818-44-1; Enamine Ltd.).

### Western blotting, immunostaining, and quantitative PCR

For Western blotting, mouse pancreatic islets were lysed with radioimmunoprecipitation assay buffer containing protease and phosphatase inhibitors (Calbiochem), and insoluble material was removed by centrifugation. Equal amounts of proteins were resolved on 4%–20% gradient Tris-glycine gels (Bio-Rad) and transferred to nitrocellulose membranes (Bio-Rad). Membranes were then blocked in 5% milk for 1 h and immunoblotting was performed using Cyclophilin B (1:5000; ThermoFisher, Catalog# PA1-027A), Drp1 (1:1000; CST #8570), Lonp1 (1:1000, ProteinTech, Catalog# 15440-1-AP), Mfn1 (1:1000; Abcam, Catalog# ab126575), Mfn2 (1:1000; Abcam, Catalog# ab56889), mt-Cytb (1:500; ProteinTech, Catalog# 55090-1-AP), Opa1 (1:1000, BD Transduction laboratories, Catalog# 612606), Total Oxphos antibody cocktail (1:1000; Abcam, ab110413), Polg (1:1000, Abcam, Catalog# ab128899), Ssbp1 (1:250; Atlas antibodies; Catalog# HPA002866), Anti-human TFAM (1:1000, PhosphoSolutions, Catalog# 1999-hTFAM), Anti-mouse TFAM (1:1000; PhosphoSolutions 2001-TFAM), Tom20 (1:1000; Cell Signaling Technology, Catalog# 42406), Twnk (1:1000, ProteinTech, Catalog# 13435-1-AP), Vinculin (1:5000; Millipore, Catalog# CP74) and species-specific HRP-conjugated secondary antibodies (Vector Laboratories). Immunostaining on pancreatic sections, cryo-sectioned and dispersed mouse islets was performed using Anti-DNA (1:50; American Research Products, Catalog# PA1-027A), Insulin (1:250; Dako, Catalog# A0564), Insulin (1:100, Abcam, Catalog# ab7842), Glucagon (1:2000; SantaCruz, Catalog# sc-13091), Pdx1 (1:250; Abcam, Catalog# ab47383), SDHA (1:100, Abcam, Catalog# ab14715), Ssbp1 (1:250; Atlas antibodies, Catalog# HPA002866), Somatostatin (1:500, Abcam, Catalog# ab30788) and species-specific Cy2, Cy3 and Cy5-conjugated secondary antibodies (Jackson Immunoresearch). β-cell mass was quantified as total insulin-positive area/total pancreatic area multiplied by pancreatic wet weight using stitched images of complete pancreatic sections^86^. All antibodies used for Western blotting and immunostaining are listed in Supplementary Table 1.

RNA samples were reverse transcribed using High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific). Quantitative reverse transcription PCR (qRT-PCR) was performed with SYBR-based detection (Universal SYBR Green Supermix; Biorad) using primers for *Ppargc1a* (5′-ACTATGAATCAAGCCACTACAGAC-3′ and 5′- TTCATCCCTCTTGAGCCTTTCG-3′), *Nrf1* (5′-ACAGATAGTCCTGTCTGGGGAAA-3′ and 5′- TGGTACATGCTCACAGGGATCT-3′) and *Tfam* (5′-AGCTTCCAGGAGGCAAAGGATGAT-3′ and 5′-ACTTCAGCCATCTGCTCTTCCCAA-3′).

### Cholesterol esterification and phosphatidylserine assay

Total amounts of free cholesterol and cholesterol esters were determined in mouse islet lysates as per the manufacturer’s instructions (Promega). Phosphatidylserine levels were measured in mouse islet lysates as per the manufacturer’s instructions (LSBio).

### Statistics

In all figures, data are presented as means ± SEM, and error bars denote SEM, unless otherwise noted in the legends. Statistical comparisons were performed using unpaired two-tailed Student’s *t* tests, one-way or two-way ANOVA, followed by Tukey’s or Sidak’s post-hoc test for multiple comparisons, as appropriate (GraphPad Prism). A *P* value < 0.05 was considered significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Reporting Summary

Supplementary Information

## Data Availability

The authors declare that data supporting the findings of this study are available within the article and its Supplementary information files or from the corresponding author (S.A.S.) upon request. RNA sequencing data used for differential gene expression-, pathway- and GO- enrichment analyses have been deposited in the GEO database under the accession number GSE194204. The reference genome used for RNA sequencing was obtained from ENSEMBL (Mus_musculus - Ensembl genome browser 105). All uncropped western blots and data values for all figures are provided in the source data file. Source data are provided with this paper.

## Source data

Source data file

How the deposited data were processed for this re-analysis (not part of the article)

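RNAseq was read from islets of 12-week-old mice in 4 groups: 6 Ctrl, 4 β-Mfn1 KO, 5 β-Mfn2 KO and 5 β-Mfn1/2 DKO libraries. Genotype, sex and replicate number come from the sample labels. The labels call the controls wild type, while the paper pools mice with Cre alone and mice with floxed alleles alone. Libraries that share a replicate number were taken as pairs or blocks, on the basis of the number in the labels alone. The paper does not state what the number stands for.

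The authors sequenced paired-end reads, checked them with FastQC, aligned them to GRCm38 with STAR and estimated gene counts with RSEM. The deposited count table holds these estimates as whole numbers, without normalization and without genes at 0 in all samples. A second deposited table holds a depth-normalized signal, the counts divided by the authors' DESeq2 normalization factors. These factors differ between genes within a library, by a median of 0.0282 and a 99th percentile of 0.478 log2 units among 12356 genes with a mean count of at least 100, and the step that made them is not stated. The signal was used here only to recover the factors, which are undefined where a count is 0 (23.9% of cells). All columns of both tables that hold a sample were used (0 left out).

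Counts of 28632 genes were tested with edgeR 4.0.16 in R 4.3.3. TMM normalization, estimateDisp, glmQLFit and glmQLFTest were applied in 1 fit over all 20 libraries with 1 coefficient per group and no covariate, and the fit had 6.24 prior degrees of freedom. The contrasts were each knockout against Ctrl, β-Mfn1/2 DKO against β-Mfn2 KO, and the effect of losing *Mfn1* without *Mfn2* minus that with *Mfn2*. Benjamini-Hochberg adjustment ran over all genes of a contrast. A gene was called at an adjusted p under 0.05 and a fold change over 1.5 either way. For the mRNAs of Fig. 3b and the gene groups of Fig. 5e the adjusted p alone was used, as the figures' legends state. The thresholds of Fig. 5c were an adjusted p under 0.01 and a log2 fold change over 0.6. The standard error of a log2 fold change is its absolute value divided by the root of the F statistic. Normalized counts are TMM-scaled counts at the mean effective library size.

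Genes were matched by Ensembl ID to GENCODE mouse release 21 on GRCm38, and 71 of them had no symbol there. The data availability text names a later Ensembl release, which is built on another assembly. Overlapping genes were read from the annotation. Stretches of 75 bases were compared between transcripts to find genes that share sequence. The strand setting of the counting is not stated, so a named gene is uncertain where a gene on the opposite strand overlaps it and has many counts.

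The test was tested on simulated data, with changes well past the fold-change threshold in genes without low counts, and with genes that varied independently. In counts with the group sizes of Ctrl and β-Mfn1/2 DKO and 200 changed genes it called 183 of them and 8 others (4.19% of its calls), and with those of Ctrl and β-Mfn1 KO 178 and 3. DESeq2 called 189 and 180 in the same counts, with 11 and 8 others.

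Depth ran from 12400687 to 122947313 counts per library. At these depths the 95% Wilson interval of a library's share of mtDNA-encoded mRNA was narrower than the spread between mice. Mean shares were compared with two-sided exact permutation tests in SciPy 1.17.1. Libraries were clustered on the 500 genes of highest mean, as z-scores of log2 CPM, with Euclidean distance and complete linkage. Fisher's exact test compared gene lists with the 15267 genes kept by filterByExpr, and camera from limma 3.58.1 tested 12 lists. Camera kept its preset low correlation between genes, so its p-values are too small for lists whose genes move together. Tables were handled with Python 3.11.15, NumPy 2.4.6 and pandas 2.3.3, and figures were drawn with Matplotlib 3.10.9.

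The alternatives were DESeq2 1.42.0, DESeq2 size factors in edgeR, total-count scaling, TMM from nuclear genes only, filterByExpr, fits to the 2 groups compared, sex, replicate number or acinar score as covariates, and leaving out each library in turn. After the data were seen, others were added: the authors' normalization factors, counts drawn down to the smallest total (seed 20), depth class as a covariate (deep above 40 M counts), offsets for GC content and transcript length, and libraries of like depth only. Each true grouping was set against those that swap the members of same-numbered pairs, and against 12 others that do not part every pair (seed 31).

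Genes were named by a rule. It takes in every gene named in the paper's RNAseq text or in Figs. 3b, 5c, 5d and 5e, and *Tfam*. It adds, for each direction of β-Mfn1/2 DKO against Ctrl, the 10 largest fold changes among called genes with a mean of at least 100 normalized counts and no overlap between the libraries of both groups. The pathway and ontology sets of iPathwayGuide, MitoCarta and the gene list of Fig. S4d were not used here. A few of the genes are not reported here one by one.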

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

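In this part, the tests of sequencing depth, of RNA of another mouse or an exchanged label in β-Mfn2 KO replicate 3, and of the genes most raised in β-Mfn1/2 DKO were chosen only after the result was seen.

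In 32 measures, each read in 4 groups, 11 samples stood apart from the rest of their group by Dixon's test at 95%, where chance sets 1 apart in about 1 in 20 of the 128 groups, or 6.4. Many of these measures are genes chosen for a large change, and they are not independent. The library totals of Ctrl replicate 2 (20.3 M counts, the other Ctrl 12.4 to 15.2 M) and β-Mfn1 KO replicate 3 (16.7 M, the others 15.7 to 15.9 M) were high for their groups. Among genes, the samples apart were β-Mfn2 KO replicate 4 for *Mfn1* (1807 normalized counts, the others 1683 to 1712) and *Stc2* (146, the others 29.6 to 59.4). Ctrl replicate 6 stood apart for *Phyhd1* (62.3, the others 27.5 to 37.9) and *Stbd1* (747, the others 277 to 435), and β-Mfn1 KO replicate 1 for *Stbd1* (449, the others 315 to 322). The value of *Mfn1* in β-Mfn2 KO replicate 4 lies within the Ctrl libraries. No technical or biological explanation was tested for these single values.

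The other 4 of the 11 were in β-Mfn2 KO replicate 3, for *Nrf1* (2482, the other β-Mfn2 KO libraries 1597 to 1842), *Vmn2r3* (202, the others 22.3 to 26.4), *Areg* (2121, the others 56.4 to 177) and *Fam196a* (899, the others 243 to 345). All of these genes are higher in β-Mfn1/2 DKO than in Ctrl. Of 585 genes called higher in β-Mfn1/2 DKO with a mean of at least 100 counts, this library was the highest of the 5 β-Mfn2 KO libraries for 233 (39.8%), and replicates 4, 5, 1 and 2 for 150, 136, 44 and 22. If RNA of a β-Mfn1/2 DKO mouse had been mixed in, 1 share of it would explain each gene, but the share needed ran over 1.18 between the 10 most raised genes, from −0.039 for *Stc2* to 1.14 for *Gbp11*. The count of *Mfn1* goes against an exchanged label with β-Mfn1/2 DKO, with 1683 counts in this library, against 1518 to 1807 in Ctrl and 686.9 to 1062 in β-Mfn1/2 DKO. A state of that mouse or of its islets is left as a hypothesis, which the design gives no way to test.

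The effect of losing *Mfn1* differed between islets with and without *Mfn2* for 784 genes (388 higher, 396 lower), from a test of the difference itself with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Adding the replicate block gave 635, of which 599 were among the 784. Of the 32 groupings that swap members of same-numbered pairs of β-Mfn1/2 DKO and β-Mfn2 KO, 1, the true one, gave as many. The next gave 563 and swaps all 5 pairs, which nearly mirrors the true one, and the rest gave at most 8. The 12 groupings that do not part every pair gave 1 to 38. Total-count scaling gave 998 with 75.4% higher against 49.5%, and it shifted the median gene by 0.132. Depth differs between these groups, and depth class as a covariate gave 550, of which 448 were among the 784. Sequencing depth, or handling shared by the β-Mfn1/2 DKO libraries, cannot be told apart from an effect of losing both genes.

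The paper does not report the rRNAs of mtDNA. In β-Mfn1/2 DKO, *mt-Rnr1* had a log2 fold change of −0.95 against Ctrl (SE 0.11, adjusted p = 3.0e-06, with the replicate block −0.95) and *mt-Rnr2* of −1.26 (SE 0.19, adjusted p = 4.4e-05, with the block −1.23), both lower in 5 of 5 libraries than in every Ctrl library. Over the alternatives fixed in advance the adjusted p ran up to 2.1e-05 and 0.00075, and with depth class as a covariate it was 0.012 and 0.028. In β-Mfn2 KO they had 0.18 (adjusted p = 0.93) and −0.24 (adjusted p = 0.93). The log2 ratio of rRNA to mRNA of mtDNA was higher in β-Mfn1/2 DKO than in Ctrl by 0.45 (two-sided exact permutation p = 0.0346, adjusted over 16 tests 0.0693) and in β-Mfn2 KO by 0.56 (permutation p = 0.0087, adjusted 0.0218). In β-Mfn1/2 DKO replicates 4 and 5, which had the highest acinar scores, the ratio was −4.21 and −4.08. In replicates 1 to 3 it was −4.55, −4.75 and −4.70, within the Ctrl range of −5.14 to −4.42. Acinar RNA thus stays open for the higher ratio in β-Mfn1/2 DKO, and this was not tested. Depth would part the ratio of deep from that of shallow β-Mfn2 KO libraries, but the lowest deep minus the highest shallow ratio was −0.21, so they overlap. How rRNA was removed in library preparation was not tested, and this remains open as a technical explanation. A lower amount of mtDNA as template, with longer-lived rRNA, may give the same pattern and is a hypothesis that these counts cannot test.

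The genes most raised in β-Mfn1/2 DKO that the paper does not discuss were *Vmn2r3* (log2 fold change 6.34), *Areg* (5.98), *Stc2* (4.41), *Sgip1* (3.46), *Nupr1* (3.20), *Fam196a* (3.19), *Phyhd1* (2.99), *Gbp11* (2.74), *Stbd1* (2.66) and *Fstl5* (2.61). Their adjusted p, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, ran from 6.9e-09 (*Stc2*) to 0.00024 (*Nupr1*). By the rule that chose them, each was higher in all 5 β-Mfn1/2 DKO libraries than in all 6 Ctrl libraries, as 337 of the 913 called genes with at least 100 counts were, and 255 were lower in the same way. By chance 0.433% of genes show no overlap, but called genes are selected for a difference, and of all 12274 tested genes with at least 100 counts 2524 showed none. Against the β-Mfn2 KO libraries of like depth, replicates 4 and 5, 9 of the 10 were called higher, and *Nupr1* was not (1.60, adjusted p = 0.38). Every β-Mfn1/2 DKO library was still deeper than these, so depth is not excluded for any of the 10. β-Mfn2 KO replicate 4, with an acinar score of 6.74, had 27560 counts of *Nupr1*. Replicate 5 had 8193, under the 9772 of the shallow replicate 3. The missing call of *Nupr1* is thus no evidence for depth. With the acinar score as a covariate 10 of 10 were called higher, but *Nupr1* fell from 3.20 to 1.96. Its counts were 72494 and 135773 in β-Mfn1/2 DKO replicates 4 and 5, rich in acinar RNA, and 15380 to 19880 in the others, so part of its change follows acinar RNA. *Fam196a* and *Phyhd1* overlap genes with 88.1 and 128% as many counts, and *Gbp11* shares 10.3% of its 75-base stretches with *Gbp4*, which had 47.4% as many, so their values are uncertain. *Stc2* and *Nupr1* belong to the list of ATF4 targets, which was higher in β-Mfn1/2 DKO as a whole (camera adjusted p = 6.0e-07, with the replicate block 2.5e-05). An ATF4 response in islets without both mitofusins is a candidate explanation for *Stc2* and is put as a hypothesis. Depth stays open for *Stc2* and *Nupr1*, and acinar RNA for *Nupr1*. The list was also higher in β-Mfn1 KO against Ctrl (camera adjusted p = 0.047), so a rise of the list is not seen with the loss of both genes alone. In β-Mfn2 KO it was not higher (camera direction down, adjusted p = 0.24).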

How the results depend on the processing

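The alternatives for depth, for the authors' normalization factors, for GC content and length, and the tests of depth were chosen only after the result was seen, while the other alternatives and the gene lists were chosen before the data were examined. A count is taken as changed when it moves by more than a factor of 1.5, and a named gene past the threshold in neither fit as unchanged. The cause of the changes below was not tested.

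With depth class as a covariate, the genes called in β-Mfn1/2 DKO against Ctrl fell from 1491 to 481, of which 341 were among the 1491, and those at the thresholds of Fig. 5c from 878 to 213. The same setting gave 3 islet signature genes in place of 13, 4 mtDNA replication and nucleoid genes in place of 10, 1 biogenesis gene in place of 2, and 1 in place of 0 among the transcription, repair, sirtuin and mitophagy genes. Only β-Mfn2 KO holds libraries of both classes, so this covariate rests on 5 libraries. Counts drawn down to the smallest library total gave 5 replication and nucleoid genes. Dropping the fold-change threshold gave 4710 genes in β-Mfn1/2 DKO. Total-count scaling gave 4 biogenesis genes and 3 among the transcription, repair, sirtuin and mitophagy genes. It moved the higher share of calls in β-Mfn1/2 DKO from 62.2 to 79.6%, and against β-Mfn2 KO from 53.3 to 70.9%, with shifts of the median gene by 0.139 and 0.108. Depth class as a covariate moved the share in β-Mfn1/2 DKO to 52.2%. In β-Mfn1 KO the calls went from 7 to 12 with DESeq2, 3 with only the 2 groups compared and 28 with DESeq2 and the authors' normalization factors, and in β-Mfn2 KO from 15 to 25 with the last of these. The share of mtDNA-encoded mRNA in β-Mfn1/2 DKO minus that in β-Mfn2 KO was −0.533 points among libraries of like depth and −0.518 among all, and the permutation p of 0.0952 is the smallest that 21 splits can give. Without z-scores, the smallest branch with all β-Mfn1/2 DKO libraries held 15 others in place of 0. The odds ratio of the digestive enzyme list fell from 334 to 0.341 with the replicate block, and to 0.502 with the acinar score as a covariate, where the score is the mean of the same list and takes out its change by construction. The test of genotype by sex gave 0 genes (1334 at an unadjusted p under 0.05) and 1 with DESeq2, *Plekhh2*, seen only afterwards.

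Leaving out 1 library at a time, the branch count ran from 0 to 14, the calls in β-Mfn1 KO from 3 to 21, in β-Mfn2 KO from 12 to 16 and in β-Mfn1/2 DKO from 1161 to 1632, with 816 of the 1491 called in every such fit. The digestive enzyme odds ratio ran from 0 without β-Mfn1/2 DKO replicate 5 to 172, and without β-Mfn1/2 DKO replicate 1, 2 or 3 all 30 genes were called and the ratio has no finite value. The MODY odds ratio ran from 3.63 to 5.50, the replication and nucleoid count from 7 to 10, and the islet signature count from 11 to 15.

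The 13 mRNAs of mtDNA were lower in β-Mfn1/2 DKO against Ctrl and against β-Mfn2 KO under all alternatives, the depth ones included, and 0 were called in β-Mfn1 KO under any (0 at an unadjusted p under 0.05 without alternatives). In β-Mfn2 KO the count was 9 to 11, and 8 to 10 without 1 library. Counts with the replicate block were 1548 (β-Mfn1/2 DKO), 9 (β-Mfn1 KO), 18 (β-Mfn2 KO) and 1065 (Fig. 5c). For 118 log2 fold changes of named genes, 2963 values under the alternatives gave 112 that lost their call, 39 that gained one and 0 that crossed to a call in the other direction. Leaving out a library made 54 of these changes, 49 losses and 5 gains, and depth class as a covariate 24 losses and 1 gain.

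Depth limits the comparison of β-Mfn1/2 DKO with Ctrl. Against the β-Mfn2 KO libraries of like depth, 97.0% of the calls had the same direction, and 39.8% also an adjusted p under 0.05, with 2 such β-Mfn2 KO libraries. Across the called genes the log2 fold changes of both comparisons had a correlation of 0.864, but both use the same β-Mfn1/2 DKO libraries, so a shared direction is largely built in. Between deep and shallow β-Mfn2 KO libraries 57 genes were called, and 6 of these were also called in β-Mfn1/2 DKO against Ctrl in the same direction. The deep β-Mfn2 KO libraries were all male and the female ones all shallow, so sex is mixed with depth wherever these classes are used. The β-Mfn2 KO libraries of like depth held 56.0 and 59.5 M counts and the β-Mfn1/2 DKO libraries 65.5 to 122.9 M. Depth thus still went with genotype in this comparison, which only narrows the gap. Depth remains as an explanation for part of the calls. It is not excluded for single genes, within the 39.8% or outside, and this share rests on few libraries.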

Differences from the paper's values

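The paper's Fig. 5d shows *Slc25a33* in β-Mfn1/2 DKO against Ctrl at a log2 fold change of about 1.3, read by eye, and it was 1.55 here. The gap is only slightly larger than the SD between replicates, 0.24, and a reading by eye cannot settle so small a margin. Whether a setting falls within that SD thus says little about its cause. Of the alternatives set before the data were examined, DESeq2 (1.52), DESeq2 size factors in edgeR (1.52), filterByExpr (1.53), the acinar score as a covariate (1.50) and leaving out Ctrl replicate 1, Ctrl replicate 5, β-Mfn1/2 DKO replicate 4 or β-Mfn1/2 DKO replicate 5 (1.50 to 1.53) brought it within that SD. The others did not, with 1.55 to 1.68. The authors' normalization factors in edgeR or DESeq2 (1.52 in both) and offsets for GC content and length (1.48), chosen after seeing the values, also did, while depth class as a covariate (1.64) and counts drawn down (1.56) did not.

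Fig. 3b marks all 13 mRNAs of mtDNA as significant in β-Mfn2 KO, and 10 had an adjusted p under 0.05 here. *mt-Nd3* (−0.61, adjusted p = 0.93) was under 0.05 with the authors' normalization factors in edgeR and in DESeq2, with depth class as a covariate and among libraries of like depth (−1.02, adjusted p = 0.048), all chosen after seeing the values. *mt-Nd4l* (−0.65, adjusted p = 0.93) and *mt-Atp8* (−0.02, adjusted p = 1) were under 0.05 in none of the 26 settings run.

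Fig. 5e marks fewer genes than had an adjusted p under 0.05 here. Among the islet signature genes 13 did here and 5 are marked, and among the mtDNA replication and nucleoid genes 10 did and 4 are marked. *Mff* also did (0.16, adjusted p = 0.035) and is not marked. The marked islet, replication and nucleoid genes are those that passed both an adjusted p under 0.05 and a fold change over 1.5 here.

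The paper reports that genes of mtRNA transcription, mtDNA repair, sirtuins and mitophagy did not change. In own lists of 54 such genes, 11 had an adjusted p under 0.05 here, and 0 of them passed the fold-change threshold.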

Other observations

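In this part, the tests of short transcripts and of genes near the *Mfn1* and *Mfn2* loci were chosen only after the result was seen.

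For the counts of calls, groupings that swap members of same-numbered pairs were compared with the true one. In β-Mfn1/2 DKO against Ctrl, 1 of 32, the true one, gave as many called genes (1491), as many at the thresholds of Fig. 5c (878), as many islet signature genes (13), as many replication and nucleoid genes (10) and as many lower mRNAs of mtDNA (13). Swapping all 5 pairs, close to a mirror of the true grouping, gave 1299, 747, 12, 8 and 0, and the rest at most 5. For the biogenesis genes 2 of 32 gave as many (2 genes), the true grouping and the one with all 5 pairs swapped, and the other 30 gave 0. In β-Mfn2 KO against Ctrl 1 of 32 gave as many called genes (15, next 6) and as many lower mRNAs of mtDNA (10, next 0). For the calls in β-Mfn1 KO (7, next 5) it was 1 of 16, the smallest share that 4 pairs can give. For the mRNAs of mtDNA in β-Mfn1/2 DKO against β-Mfn2 KO (13, next 0) it was also 1 of 16, from 5 pairs in groups of equal size, with a grouping and its mirror counted as 1. The 12 groupings that do not part every pair gave 0 or 1 in these comparisons. For counts of 0 any grouping gives as many.

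All 3 short mRNAs of mtDNA without a call in β-Mfn2 KO, *mt-Nd3*, *mt-Nd4l* and *mt-Atp8*, were higher in the 2 deep β-Mfn2 KO libraries than in the 3 shallow ones, by 0.85, 1.08 and 1.15 log2 units. Nuclear genes with transcripts under 500 bases were also higher in the deep libraries, by 0.46 relative to longer genes. More counts on short transcripts in the deep β-Mfn2 KO libraries may thus mask a decrease of these 3. Against a general effect of depth, such nuclear genes had a median of −0.19 in β-Mfn1/2 DKO, where all libraries are deep, against Ctrl, and longer ones 0.04. Among libraries of like depth *mt-Nd4l* (−1.20, adjusted p = 0.83) and *mt-Atp8* (−0.62, adjusted p = 0.48) stayed without a call.

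The decrease of mtDNA-encoded mRNA in β-Mfn1/2 DKO was weighed against a normalization driven by a few abundant genes. Over the 4 scalings, the median log2 fold change of the 13 mRNAs nearest to 0 was −1.60, which goes against that explanation. The share of counts outside *Ins1* and *Ins2* gave −1.51 points between β-Mfn1/2 DKO and Ctrl.

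Digestive enzyme genes moved together within groups, with a mean correlation of 0.935 between 32 of them, and they were the highest in β-Mfn1/2 DKO replicates 4 and 5, where they took 3.18 and 7.91% of counts. The mean acinar score differed between β-Mfn1/2 DKO and Ctrl by 1.56 (two-sided exact permutation p = 0.290, adjusted over 16 tests 0.464). Acinar RNA carried over from islet isolation remains as the explanation for the digestive enzyme genes among the calls, and no biological explanation was tested.

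*Ins1* was called lower in β-Mfn1 KO, β-Mfn2 KO and β-Mfn1/2 DKO. The ratio of *Ins1* to *Ins2* was under that of every Ctrl library (0.270 to 0.305) in 14 of 14 knockout libraries, at 0.138 to 0.157 in β-Mfn1 KO, 0.144 to 0.161 in β-Mfn2 KO and 0.0992 to 0.109 in β-Mfn1/2 DKO. A Cre knock-in at *Ins1*, carried by every knockout, is a candidate explanation. The paper pools controls with and without Cre, but the 6 Ctrl ratios lie close together, so if the allele lowers the ratio, none of these 6 libraries shows it. The log2 ratio in β-Mfn1/2 DKO minus that in β-Mfn2 KO was −0.55 (two-sided exact permutation p = 0.0079, adjusted over 16 tests 0.0218, lower in 5 of 5 libraries), between 2 groups that both carry the allele, and this difference was not tested further.

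The 12 β-cell genes were lower in β-Mfn1/2 DKO with a weighted mean of −0.86, and 9 of them lay over 2 standard errors from a common change, from −2.60 to −0.15. A smaller share of β-cell RNA alone would lower genes found only in β-cells by the same amount. Some of the 12, such as *Pdx1*, are also expressed in other islet cells, and *Ins1* carries the Cre allele. The unequal changes by themselves thus do not decide on a smaller β-cell share. All 12 were lower under each of the scalings tried. Of 9 α-cell genes 1 had an adjusted p under 0.05 and was higher, and of 5 δ-cell genes 1, *Pdx1*, lower, which is also 1 of the 12 β-cell genes. *Sst* was lower with the replicate block (−0.44, adjusted p = 0.0015), but without it the adjusted p was over 0.05 (−0.36, adjusted p = 0.16). The δ-cell list as a whole, *Pdx1* included, was lower by camera with the block (adjusted p = 0.039), and without it the adjusted p was 0.12. All 8 endothelial genes were higher (camera adjusted p = 5.2e-05, with the replicate block 0.00011). They lay at 0.29 to 0.86, and the δ-cell genes other than *Pdx1* at −0.36 to −0.03. A smaller β-cell share alone would raise genes of the other cell types alike, so these values argue against it as the only cause. Of the 9 α-cell genes 8 were higher, which goes with such a share, and it stays open as a part of the change.

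Of 25 ATF4 targets 10 were called in β-Mfn1/2 DKO, among them *Stc2* (4.41), *Nupr1* (3.20), *Fgf21* (2.90), *Ddit3* (1.95), *Trib3* (1.94) and *Atf3* (1.83), while *Shmt2* was lower (−0.43, adjusted p = 0.0057). *Asns* (−0.27, adjusted p = 0.056, with the replicate block −0.30, 0.0057) and *Pck2* (−0.30, adjusted p = 0.064, with the block −0.35, 0.0071) also went the other way. *Nupr1* had 1.96 with the acinar score as a covariate. The list as a whole was higher by camera from limma, with an adjusted p = 6.0e-07 over 12 lists and 2.5e-05 with the replicate block. Camera took a preset low correlation between genes, so these p-values are too small if the targets move together. Before adjustment the value was 1.5e-07, and between 3.5e-08 and 6.2e-06 over the alternatives. In the list 17 of 25 were higher, and 20 under total-count scaling, which shifts the median gene by 0.139. In β-Mfn1 KO 21 of 25 were higher, with a median of 0.12 (camera adjusted p = 0.047). In β-Mfn2 KO 9 of 25 were higher, with a median of −0.03 (camera direction down, adjusted p = 0.24). An integrated stress response is a candidate explanation, but depth could not be separated from genotype, so it is left as a hypothesis.

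Calls in the single knockouts were checked for DNA that flanks the targeted gene. Leaving out *Mfn1*, *Mfn2*, *Ins1* and the genes of mtDNA, 0 of 9 called genes lay within 20 Mb of the gene targeted in that line, and 484 of 30519 other genes did (Fisher's exact p = 1). So few called genes leave this test unable to tell. Genes near the other gene's locus were looked at as well. In β-Mfn1 KO, genes within 20 Mb of *Mfn2* that were not called had an unadjusted p under 0.05 more often than others (16.9 against 10.4%, odds ratio 1.76, Fisher's exact p = 0.00019, adjusted over 9 tests 0.0017). In β-Mfn2 KO the same held near *Mfn1* (10.5 against 4.40%, odds ratio 2.56, Fisher's exact p = 0.0047, adjusted 0.0142). Near *Ins1* in β-Mfn1 KO such genes were fewer (4.69 against 10.6%, odds ratio 0.415, Fisher's exact p = 0.0033, adjusted 0.0142), so these windows differ in either direction. The other 6 tests had an adjusted p over 0.05. *Rbm20*, called higher in both single knockouts, lies 1.41 Mb from *Ins1*. It had 575 to 759 normalized counts in the single knockouts and 341 to 471 in Ctrl. In β-Mfn1/2 DKO, which also carries the Cre allele, it had 339 to 406. *Masp2* and *Zfp990* near *Mfn2* had 0 to 5.58 normalized counts in β-Mfn1 KO and were also low in Ctrl replicate 1, and *Cldn11*, 1.38 Mb from *Mfn1*, had 28.8 to 53.6 in β-Mfn2 KO, 71.9 in Ctrl replicate 2 and 49.1 in Ctrl replicate 4. *Eno1b* and *Gm4735* were likewise low in β-Mfn1 KO and in Ctrl replicate 1, and they lie on chromosomes 18 and 2, away from both loci. DNA linked to the *Mfn1* and *Mfn2* loci that differs between the breeding lines may explain some of the genes near them. Whether the same cause lowers *Eno1b* and *Gm4735*, low in the same libraries as *Masp2* and *Zfp990*, was not tested.

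*Xist* and *Ddx3y* went against the sex label in 0 of 20 libraries, so no label was exchanged between the sexes.

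The paper reports protein levels of respiratory chain subunits, and their mRNA in β-Mfn1/2 DKO against Ctrl had log2 fold changes of −0.09 (*Ndufb8*, adjusted p = 0.46), 0.15 (*Sdhb*, 0.097), −0.09 (*Uqcrc2*, 0.34) and −0.04 (*Atp5a1*, 0.72), and *Tomm20* had 0.18 (0.021).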
